# miRNA transcriptome and myofiber characteristics of lamb skeletal muscle during hypertrophic growth^1^

**DOI:** 10.3389/fgene.2022.988756

**Published:** 2022-08-30

**Authors:** M. A. Greene, R. Powell, T. Bruce, W. C. Bridges, S. K. Duckett

**Keywords:** miRNA, skeletal muscle, transcriptome (RNA-seq), hypertrophy, sheep—lamb

## Abstract

Postnatal muscle growth is achieved through hypertrophy of the muscle fibers and is impacted by the activity of satellite cells, the quiescent muscle stem cell. Several miRNAs are preferentially expressed in skeletal muscle and could provide a mechanism for increasing muscle hypertrophy through satellite cell proliferation and/or differentiation. The objectives of this study were to: 1) Characterize the miRNA transcriptome of the longissimus thoracis et lumborum muscle at several developmental timepoints [gestational d 85 (PN1), 110 (PN2), 133 (PN3), postnatal d 42 (PW1), 65 (PW2), 243 (MAT)] during muscle hypertrophy in lambs, and 2) examine miR-29a, identified in sequencing to be differentially regulated across development, loss of function on satellite cell proliferation and differentiation. Muscle fiber characteristics showed drastic increases (*p* < 0.0001) in fiber size and alterations in muscle fiber type occur during pre and postnatal development. miRNA sequencing comparisons were performed in developmental order (PN1 vs. PN2, PN2 vs. PN3, PN3 vs. PW1, PW1 vs. PW2, PW2 vs. MAT). There were 184 differentially expressed (*P*_*adj*_ < 0.05) miRNA, 142 unique miRNA, from all 5 comparisons made. The transitional stage (PN3 vs. PW1) had the largest number (115) of differentially expressed miRNA. Inhibition of miR-29a in satellite cell culture increased (*p* < 0.05) cell proliferation and differentiation capacity. Characterization of the miRNA transcriptome provides valuable insights into the miRNA involved in muscle fiber hypertrophy and the potential importance of the transitional period.

## Introduction

Adult muscle tissue is composed of multinucleated myofibers, or muscle fibers, that originate from mesenchymal stems cells and the mesodermal layer of the embryo (Houba and Te Pas, 2004). Muscle fiber development for sheep consists of a prenatal hyperplasia stage, complete between gestational d (gd) 78 (Zhu et al., 2004) and gd85 (Fahey et al., 2005) in the sheep, at which point muscle growth occurs *via* hypertrophy. Postnatal muscle growth is achieved through hypertrophy of the muscle fibers and is impacted by the activity of satellite cells, the quiescent muscle stem cell (Mauro, 1961; Rehfeldt et al., 2011; Chal and Pourquié, 2017). Satellite cells, when activated, will proliferate and differentiate to fuse with existing myofibers to promote hypertrophy, replace nuclei that are no longer functional, or repair damage to the muscle fiber (Cardasis and Cooper, 1975). During neonatal growth, there is a rapid accumulation of protein and myonuclei in skeletal muscle related to greater satellite cell numbers during this time period that decline with age (Davis and Fiorotto, 2009). Several molecular pathways that regulate the hypertrophy process in skeletal muscle have been documented and include IGF1, myostatin, androgens, B-agonists and osteocalcin (Schiaffino et al., 2021). However, many factors appear involved in skeletal muscle hypertrophy but little is known about the role of non-coding RNAs in this process.

miRNA are small noncoding RNA that regulate 60% of protein coding gene expression post transcriptionally in the human genome (Friedman et al., 2009). miRNA usually repress gene expression through complementary binding with target mRNA 3’ untranslated regions (Hu and Coller, 2012). Hundreds of miRNA have been characterized across numerous cell lines, the majority of which focus on cancer and tumor formation/progression, or in other words cellular proliferation (Forterre et al., 2020). Several miRNAs are preferentially expressed in skeletal muscle and are involved in muscle development (Horak et al., 2016). miRNAs could provide a mechanism for increasing muscle hypertrophy through satellite cell proliferation and/or differentiation (Rupaimoole and Slack, 2017). Several *in vitro* studies have shown that certain miRNA can alter myocyte proliferation and differentiation through the targeting of mRNA (Anderson et al., 2006; Chen et al., 2006; Crist et al., 2012; Antoniou et al., 2014; Qadir et al., 2014). The use of miRNA mimics or inhibitors has been shown to alter satellite cell proliferation *in vitro* with miR-27b in sheep (Zhang et al., 2018), with miR-192 (Zhao et al., 2016) and miR-199b in pigs (Zhu et al., 2019), and with miR-92a in mice (Verma et al., 2019), which indicate that miRNA may play a role in skeletal muscle hypertrophy. The objectives of this study were to: 1) Characterize the miRNA transcriptome of the longissimus thoracis et lumborum muscle at several developmental timepoints (gd 85, 110, 133, postnatal d 42, 65, 243) during muscle hypertrophy in lambs, and 2) examine miR-29a, identified in sequencing to be differentially regulated across development, loss of function on satellite cell proliferation and differentiation.

## Materials and methods

All animal experimental procedures were reviewed and approved by the Clemson University Institutional Animal Care and Use Committee (AUP-2018-055 and AUP-2018-049).

### Experimental design

Suffolk ewes (*n* = 22) were mated to a single Texel ram (Texel Muscled; GeneSeek). Ewes were confirmed pregnant at gd 65 by transabdominal ultrasound (BCF Easi-Scan Curve; MIV Imaging, Rochester MN). At gd 85 (PN1), 110 (PN2), and 133 (PN3) of gestation, terminal surgeries (n = 3/time) were performed, and fetuses collected. Fetuses were towel dried and weighed and the right-side longissimus muscle was extracted and weighed. Samples of the left-side longissimus muscle were collected on male fetuses and immediately frozen in liquid nitrogen before storing at −80°C. Another group of ewes (*n* = 10) went to term. Wether lambs (*n* = 3) were weighed prior to a longissimus muscle biopsy being performed using a punch biopsy on 42-d (left side at 12th rib; PW1) and 65-d (right side at 12th rib; PW2) of age prior to weaning at d 75. Wether (*n* = 3) lambs that were biopsied at 42 and 65 d of age were finished on forages to 243-d of age (MAT) and slaughtered at the Clemson University Meat Lab. A live weight was collected prior to transport and longissimus muscle samples were collected from the left side at the 13th rib at slaughter. Longissimus muscle samples were snap frozen in liquid nitrogen and stored at −80°C for subsequent RNA extraction. After slaughter, carcasses were allowed to chill overnight at 4°C and then the right-side longissimus muscle was excised and weighed.

### Sample preparation for miRNA sequencing

Total RNA was extracted from longissimus muscle tissue using Trizol reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA) according to the manufacturer. Any genomic DNA contamination was removed from the RNA with a DNA-free Kit (Ambion, Carlsbad, CA) according to the manufacturer. A Nanodrop 1 spectrophotometer (Thermo Fisher) was used to quantify total RNA. RNA integrity numbers (RIN) were generated using an Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) according to the manufacturer and all RIN values were above 7. Total RNA samples were stored at −80°C until being shipped on dry ice to Novogene (Durham, NC) for library preparation and sequencing.

### Library preparation and sequencing data analysis

Three μg of total RNA per sample was used to construct a small RNA library and index codes were added using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, United States) according to the manufacturer’s recommendations. Library quality was evaluated with an Agilent Bioanalyzer 2,100 using DNA High Sensitivity Chips. Clustering of index-coded samples was done using a cBot Cluster Generation System and a TruSeq SR Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. Library preparations were sequenced using an Illumina platform and 50bp single-end reads were generated.

Bowtie was used to map reads to the reference genome (Langmead et al., 2009). miRBase20.0 was used as a reference and known miRNA were identified with mirdeep2 (Friedländer et al., 2012) and srna-tools-cli. Reads from protein-coding genes, repeat sequences, rRNA, tRNA, snRNA, and snoRNA were removed with RepeatMasker. Unmapped reads were predicted using miREvo (Wen et al., 2012) and mirdeep2 based on characteristics of a hairpin structure: the secondary structure, Dicer cleavage site and minimum free energy of the small RNA. miRNA expression was estimated by transcripts per million and normalized (Zhou et al., 2010). Prediction of target genes of miRNA was performed by miRanda (Enright et al., 2003). Gene Ontology (GO) enrichment analysis was performed on target mRNA of differentially expressed miRNAs using GOseq based Wallenius non-central hyper-geometric distribution (Young et al., 2010) to adjust for gene length bias. Target gene candidates were enriched in KEGG pathways using KOBAS software (Mao et al., 2005; Kanehisa et al., 2008).

### Muscle fiber histology

At harvest, longissimus muscle samples at the 12/13th rib were collected, placed in a form with optimal cutting temperature compound (OCT; ThermoFisher), and immediately frozen in liquid nitrogen. Muscle samples were stored at −80°C until subsequent muscle histology was performed. Muscle samples were cryosectioned at a thickness of 10 μm, fixed for 2 min in ice cold acetone, and stained according to Greene et al. (2019) with modifications. Two tissue sections per animal were used for Type I/II and Type IIa/IIx myofiber typing. Cryosections of muscle samples were stained to determine Type I and Type II myofibers using primary antibodies (MHC-fast mouse IgG1, My-32, Abcam, ab51263, RRID:AB_2297993; MHC-slow mouse IgG2b, Developmental Studies Hybridoma Bank [DHSB], BA-F8, RRID:AB_10572253) and secondary antibodies (Alex Fluor 546 goat anti-mouse IgG1, Thermo Fisher, A-21123, RRID:AB_2535765) and Alexa Fluor 488 goat anti-mouse IgG2b, Thermo Fisher, A-21141, RRID:AB_2535778). Additional cryosections were stained to determine Type IIa or Type IIx myofibers using primary antibodies (MHC-Type IIa mouse IgG1, DSHB, SC-71, RRID:AB_2147165; MHC-Type IIx mouse IgM, DHSB, 6H1, RRID:AB_1157897) and secondary antibodies (Alex Fluor 546 goat anti-mouse IgG1, Thermo Fisher, A-21123, RRID:AB_2535765; Alex Fluor 488 goat anti-mouse IgM, Thermo Fisher, A-21042, RRID:AB_2535711). Sections were also counterstained with Alexa Fluor 633 wheat germ agglutinin at 10 μg/ml (Invitrogen, W21404) to outline muscle fiber membranes (Kostrominova, 2011). Stained muscle sections were mounted in Prolong Gold (P36939, Invitrogen) and samples were imaged using a Leica DMi8 widefield microscope system equipped with a Nikon ×20 objective (N.A. = 0.40) and a Leica DFC 9000 GTC Camera (Leica Microsystems, Buffalo Grove, IL). Camera exposure times were kept constant for all samples within each antibody group. At least ten unique sample regions (each measuring 670.15 µm × 670.15 µm) were imaged per section. To image samples stained with Alex Fluor 488 (depicted in green), we used a GFP filter cube (Ex/Em 455-495/505-555 nm). A Cherry filter (Ex/Em 540-580/592-668 nm) was used to image samples stained with Alexa Fluor 546 (depicted in red). For Alexa Fluor 633 (depicted in magenta), a Y5 filter cube (Ex/Em 600-660/662-738 nm) was used for imaging. Images were collected and exported as. TIF for analyses using Leica LAS-X software (version 3.6.0.20104, Leica Microsystems). Number and cross-sectional area of Type I/II myofibers and Type IIa/IIx myofibers were counted on four images per animal using ImageJ software (NIH, https://imagej.nih.gov/ij/docs/guide/146-1.html) by a single trained individual. Results were averaged by image and subjected to statistical analyses as described below.

### *In vitro* cell culture

Satellite cells were isolated according to Li et al. 2009 and Danoviz and Yablonka-Reuveni (2012). In brief, muscle tissue was be stripped of connective tissue and any fat, then further processed with a sterile food processor. The tissue was then enzymatically digested for 60 min in a 37°C water bath with 1.5 mg/ml pronase in PBS to facilitate satellite cell liberation. Tissue slurry was shaken vigorously every 10 min during the digestion. Following digestion, the tissue slurry was centrifuged at 800 × g for 10 min to separate the digested tissue from the pronase, which was discarded as supernatant. From this point the tissue slurry was resuspended in PBS 1:1 with the volume of the tissue pellet. Then the tissue slurry was triturated until sufficiently homogenized to liberate the satellite cells. The tube was then centrifuged at 400 × g for 10 min. Supernatant was decanted and retained. This process was completed 2 times to allow for complete liberation of satellite cells from the basal lamina. Following the 2^nd^ centrifugation the supernatant was filtered through a 250 µm and a 70 μm cell strainer and cells were pelleted at 800 x g for 10 min. Cells were resuspended for 2 h to allow for debris removal in a preplating media [Dulbecco’s modified eagle’s medium (DMEM; Gibco, Thermo Fisher) + 10% fetal bovine serum (FBS; Avantor, VWR, Radnor, PA) + 1% penicillin/streptomycin (Corning, VWR)]. After 2 h, cells were transferred to a new flask for selective adhesion to increase satellite cell population purity for an additional 24 h (Gharaibeh et al., 2008). Cells were pelleted following the preplating, counted with a hemocytometer, and frozen (DMEM + 20% FBS + 10% DMSO) for later experiments.

Satellite cells were cultured to assess the impact of miR-29a inhibition by AntogmiR-29a (Creative Biogene, Shirley, NY) during the proliferation or differentiation stages of cell development. Experiments were run in duplicate. Satellite cells were plated in 0.1% gelatin coated 24 well plates at 20,000 cells/well and 0.1% gelatin coated 96 well plates at 5,000 cells/well for imaging. Cultures were seeded and incubated for 48 h to reach ∼60% confluence prior to AntagomiR-29a transfection. Following treatment, cultures were grown for 4 d (the proliferation phase) in growth media [DMEM high glucose, 20% FBS, 1% penicillin/streptomycin, and 0.1% gentamicin (VWR)]. Cultures were differentiated for 4 d (the differentiation phase) in differentiation media (DMEM low glucose, 2% FBS, 1% penicillin/streptomycin, and 0.1% gentamicin). Cell media was changed every 2 d.

### Cell transfection

Satellite cell cultures were transfected using RNAiMAX lipofectamine (ThermoFisher) according to manufacturer recommendations. AntagomiR-29a was synthesized by Creative Biogene and administered at two levels 100 and 300 nM. Cells were transfected either on d 0 of the proliferation phase or on d 0 of the differentiation phase (d 4 of proliferation). Lipofectamine without miRNA was used as a control in addition to cells grown with no manipulation (Control). Cultures were collected for RNA extraction using Trizol at d 1 and 4 of growth and d 4 of differentiation.

### miRNA PCR

miRbase was used to obtain miRNA sequences for *Ovis aries* and then miRNA sequences were matched in the TaqMan assay database (ThermoFisher). miRNA was converted to cDNA with the TaqMan miRNA reverse transcription kit (ThermoFisher). TaqMan Small RNA Assay kits (ThermoFisher) were used for miR-29a (assay no. 000412; catalog no. 4427975), miR-22-3p (assay no. 242214_mat; catalog no. 444886), miR-133 (assay no. 000458; catalog no. 4427975), miR-127 (assay no. 008411_mat; catalog no. 4440886), miR-299-5p (assay no. 000600; catalog no. 4427975), miR-1 (assay no. 000385; catalog no. 4427975), and miR-206 (assay no. 000510; catalog no. 4427975). The housekeeping gene U6 snRNA was selected and the U6 snRNA TaqMan Assay Kit (assay no. 001973; catalog no. 4427975; ThermoFisher) was used for normalization of miRNA gene expression for tissue samples. The Taqman PCR assay kit and a Quant Studio3 Real-Time PCR system were used for qPCR according to the manufacturer instructions.

### Hoechst DNA assay

Cell culture proliferation was assessed using the procedures of Velleman et al. (2019) with modifications. The DNA content of samples was measured using Hoechst 33,342 fluorochrome (ThermoFisher). Cells were harvested daily starting on d 1 of proliferation with Trypsin-EDTA (0.25%) and stored at −80°C until assay. Cells were allowed to thaw on ice and then homogenized. The sample (100 μL) was combined with 100 μL of 0.2% (1 mg/ml) Hoechst dye in 0.1 M NaCl, 10 mM EDTA, 10 mM Tris with a pH 7.0. Plates were incubated in the dark for 10 min and fluorescence read at Ex; Em 330/80; 460/40 using a BioTek Synergy HT (Winooski, VT). A standard curve using purified double-stranded DNA was used to determine sample DNA concentrations. Experiments were conducted in duplicate with 3 replicate wells per sample. The intra-assay variance was < 9.6% and the inter-assay variance was 9.5%.

### Cell culture immunofluorescence

The number of differentiated nuclei was assessed by antibody staining of myogenin (MYOG) positive nuclei. The expression of MYOG can be used as a marker for differentiated myoblast cells (Schmidt et al., 2019). Media was removed after 4 d of differentiation and cells were fixed with 4% paraformaldehyde at room temperature for 15 min. Cells were then permeabilized with 0.1% TritonX-100 for 10 min at room temperature and then blocked with a 3% BSA solution in PBS for 60 min at room temperature. Plates were incubated with a MYOG primary antibody 1:10 in PBS (Myogenin mouse IgG1, DHSB catalog no. F5D, RRID: AB_2146602) overnight at 4°C. Following incubation, plates were allowed to come to room temperature for 30 min. Primary antibody was removed with thorough washing and plates were incubated with a 1:1,000 Texas Red secondary antibody (goat anti-mouse IgG1, ThermoFisher catalog no. A-10530, RRID:AB_2534035) for 60 min protected from light at room temperature. Unbound secondary antibody was removed with thorough washing. Total nuclei were stained with Hoechst 33,342 (10 μg/ml, ThermoFisher) for 10 min protected from light at room temperature. Excess Hoechst dye was removed, and cells were imaged immediately. Twelve unique sample regions were imaged per well using a Cytation1 (BioTek) with a × 10 objective and a DAPI filer cube (DAPI, blue, EX; Em 377/50; 447/60) and a Texas Red filter cube (Texas Red, red, Ex; Em 586/15; 647/57). A single trained individual then counted the total nuclei and the total nuclei expressing MYOG. Results are expressed as the percentage of the total nuclei expressing MYOG.

### Statistical analysis

Analysis of variance (ANOVA) followed by Fisher’s Protected Least Significant Difference Test (FPLSD) was used to determine the effect of animal age (gd85, gd110, gd133, d42, d65 and d243) on lamb body weight, longissimus muscle mass, and qPCR. ANOVA and FPLSD were also used for muscle fiber histology cross-sectional area data, but the assumption of normality required was not met for these data. The data were averaged by image and several different distributions were used to perform the analysis. Fortunately, the different distributions all yielded similar results, and therefore results are presented in original scale for ease of interpretation. ANOVA was used to determine the effects of treatment and experiment on cell culture data, followed by *a priori* contrasts to compare treatment groups to the control. The Generalized Linear Mixed Model (GLIMIX) and General Linear Model (GLM) procedures of SAS (Version 9.4) of SAS 9.4 (SAS Institute) for the ANOVA, FPLSD, and contrast calculations. *p*-values less than 0.05 were considered evidence of statistical significance.

Comparison of miRNA expression analysis was conducted using the DESeq R package (1.8.3) and the Benjamini and Hochberg method was used to adjust *p* values.

## Results

### Lamb characteristics

Body weight increased (*p* < 0.0001) at each timepoint of development examined in this study (Table 1). Body weight mass increased by 113-fold from 0.5 kg at PN1 to 57 kg at MAT. Longissimus thoracis et lumborum (LM) weight increased (*p* < 0.0001) from PN1 to MAT by 139-fold. The weight of the LM was greater (*p* < 0.05) at PN3 compared to PN1 with PN2 being intermediate. The lambs were grown to near maturity, plateau of longissimus thoracis et lumborum muscles (MAT), which represents postweaning growth period.

**TABLE 1:** Changes in body weight (BW), longissimus thoracis et lumborum (LM) weight, muscle fiber type and cross-sectional area by developmental time point.

	PN1 gd85	PN2 gd110	PN3 gd133	PW1 d42	PW2 d65	MAT d243	SEM
BW, kg	0.471^a^	2.28^b^	3.912^c^	19.566^d^	28.652^e^	56.90^f^	0.376
LM, g	6.30^a^	31.09^ab^	42.33^b^	—	—	884.15^c^	11.56
Muscle fiber type, %							
Type I	8.76^b^	8.71^b^	17.07^a^	—	—	7.81^b^	0.98
Type II	91.24^a^	91.29^a^	82.93^b^	—	—	92.19^a^	0.98
Type IIa	86.16^a^	81.12^a^	77.23^a^	—	—	30.68^b^	4.85
Type IIax	0^c^	9.59^bc^	13.98^b^	—	—	59.75^a^	4.37
Type IIx	13.84	8.29	8.78	—	—	9.57	1.55
Muscle fiber cross-sectional area, µm^2^							
Type I	87.80^d^	144.26^c^	254.29^b^	—	—	2,429.77^a^	
Type II	70.76^d^	173.36^c^	263.54^b^	—	—	2,528.13^a^	
Type IIa	60.08^d^	117.18^c^	215.04^b^	—	—	1820.30^a^	
Type IIax		164.54^b^	397.84^b^	—	—	2,998.44^a^	
Type IIx	68.61^c^	137.25^c^	277.84^b^	—	—	3,185.46^a^	

^abcdef^Means in the same row with uncommon superscripts differ (*p* < 0.05).

### Muscle fiber histology

Muscle fiber cross sectional images with Type I and II staining or Type IIa, IIx, and IIax are shown in Figure 1. Muscle fiber cross-sectional of Type I myofibers was greater (*p* < 0.001) at each timepoint during development. Overall hypertrophy of Type I myofibers increased from 88 μm^2^ at PN1 to 2,430 μm^2^ at MAT. Type I fibers represented about 8.43% of total myofibers at PN1, PN2, and MAT; however, type I myofiber percentage was greater (*p* < 0.0001) at PN3, 17.07%, compared to all other developmental timepoints. At each prenatal developmental stage, cross-sectional area increased by 64% at PN2 and by 76% at PN3, demonstrating that muscle fiber hypertrophy is on-going during the period of rapid fetal growth in the last trimester of gestation. Type II fiber area increased (*p* < 0.0001) at each development stage. Cross-sectional area of Type II fibers increased from 71 μm^2^ at PN1 to 2,528 μm^2^ at MAT. Type II fibers were further classified as Type IIa, IIx, and IIax (transitioning). Type IIa fiber size increased (*p* < 0.0001) at each development point evaluated from 60 μm^2^ at PN1 to 1820 μm^2^ at MAT. As a percentage of the total fibers, Type IIa fiber number was decreased (*p* < 0.0001) for the MAT developmental time point compared to all other times. Type IIx fibers size increased (*p* < 0.0001) as development progressed from prenatal to postnatal stage. Type IIx cross-sectional area did not differ between PN1 and PN2, however fiber size increased from PN2 to PN3 and PN3 to MAT. Type IIx fiber area increased from 69 μm^2^ at PN1 to 3,185 μm^2^ at MAT. Type IIx fibers as a percentage of the total fibers did not differ by developmental timepoint. Fibers that expressed both IIa and IIx proteins were classified as transitional fibers (IIax). No transitional fibers were found in PN1 samples. Fiber area of Type IIax fibers increased (*p* < 0.01) as development progressed. PN2 samples did not differ from PN3 fibers but cross-sectional area increased from PN3 to MAT. Type IIax fiber area increased from 164 μm^2^ at PN2 to 2,998 μm^2^ MAT. The percentage of Type IIax myofibers was similar during the prenatal stage (PN2 vs. PN3) but lower than MAT. The percentage of type IIa and IIax myofibers at MAT differed from the prenatal stage when Type IIax myofibers were non-existent or in low abundance.

**FIGURE 1:**

Muscle fiber cross sectional area images. Type I fibers are stained green and Type II fibers are red **(A–D)**. Type IIa fibers are stained red, Type IIx fibers are stained green and fibers expressing Type IIa and IIx proteins (Type IIax) are yellow in color **(E–H)**. Gestational d 85 samples **(A,E)**, gestational d 110 **(B,F)**, gestational d 133 **(C,G)**, maturity d 243 postnatal **(D,H)**.

### miRNA sequencing

The total raw reads generated by sequencing was 396,602,151 with a minimum of 19,219,284 reads per individual sample and all samples had a Q30 of >97.00%. 

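Longissimus muscle was sampled at 6 stages with 3 small RNA libraries each: male fetuses at gestational d 85 (PN1), 110 (PN2) and 133 (PN3), and wethers at postnatal d 42 (PW1), 65 (PW2) and 243 (MAT). The 9 postnatal libraries came from 3 animals sampled at each postnatal stage, so a p-value that sets postnatal against prenatal libraries is too small. Fetal muscle was collected at terminal surgery, PW1 and PW2 muscle by punch biopsy and MAT muscle at slaughter. Differences across birth and from PW2 to MAT therefore cannot be told apart from differences in sampling. The authors trimmed 50-base single reads, mapped them with Bowtie, named known miRNA against miRBase with mirdeep2 and predicted further miRNA (novel_n) with miREvo and mirdeep2. Their counts per mature miRNA, not normalized, were the starting point. They cover 316 miRNA, of which 152 carry ovine names and 164 were predicted by the authors. The paper gives depth as raw reads, while the values that follow use counts assigned to miRNA. These ran from 10606371 to 12747882 per library at PN1 (median 12561983), 9855710 to 11354886 at PN2 (9880819) and 6447993 to 8648084 at PN3 (8273887). After birth they ran from 4158937 to 5577232 at PW1 (5136723), 2755118 to 4156793 at PW2 (3454526) and 2613455 to 3910393 at MAT (2713578). Counts were scaled with TMM factors and neighbouring stages were compared with edgeR quasi-likelihood tests and a false discovery rate of 0.05. Levels beside a fold change are mean ± SD CPM (counts scaled to a common library total) scaled within the libraries compared, and stage levels are scaled over all 18 libraries.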

Reads containing >10% N (<0.000%), 5′ primer contaminants (0.005%), and/or did not contain the 3′ primer and the insert tag (0.842%) were excluded from the data. The 3′ primer sequence was trimmed and reads containing poly A/T/G/C (0.028%) were excluded. The remaining reads (99.125%) were used for mapping. Annotated reads were classified as known miRNA (41.80%), rRNA (0.14%), tRNA (0.02%), snRNA (0.02%), snoRNA (0.89%), repeat (6.03%), novel miRNA (0.02%; Supplementary Table S1), exon (±, 47.58%), intron (±, 2.40%), and other (1.10%) (Figure 2A). 

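Among the counts assigned to miRNA, the imprinted DLK1-DIO3 cluster, whose miRNA are expressed from the maternal chromosome, held 39.6 ± 13.8% at PN1, 45.3 ± 12.0% at PN2 and 32.8 ± 1.87% at PN3 (mean ± SD, n = 3 libraries). After birth the cluster held 6.05 ± 1.04% at PW1, 3.81 ± 0.0754% at PW2 and 2.93 ± 0.268% at MAT. Its most abundant member, miR-381-3p, took 20.0 ± 8.81% at PN1, 22.9 ± 3.32% at PN3 and 1.14 ± 0.259% at MAT. The share of miR-143, a miRNA of smooth muscle and fibroblasts, was 7.91 ± 6.18% at PN1, 23.1 ± 2.49% at PN3 and 39.4 ± 2.57% at PW1. MiRNA predicted by the authors held 0.0272% of counts at PN1 and 0.0656% at MAT on average, the latter from 0.122% in MAT library 1 and 0.0476% and 0.0273% in the others, and novel_1 alone took 38959 of their 57304 counts (68.0%). PN1 library 1 stood apart, with miR-148a at 48.0% (Wilson interval 48.0 to 48.1) against 5.77 to 19.7% in the other prenatal libraries, and miR-143 at 0.988% (0.982 to 0.994). These intervals cover counting error only. Reads of other RNA classes are absent from the counts, so shares of all small RNA were not computed.

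**Figure D1:**
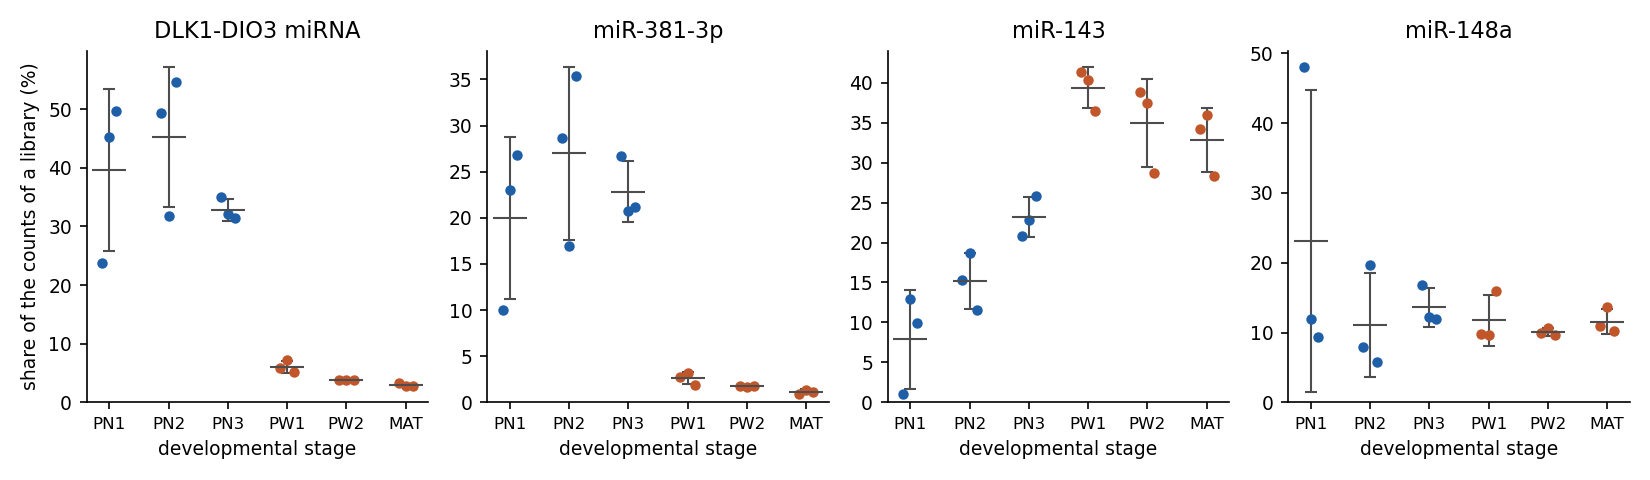
Share of the counts of a library (%) taken by the DLK1-DIO3 miRNA, miR-381-3p, miR-143 and miR-148a at the 6 stages; dots are libraries (blue prenatal, orange postnatal), horizontal lines means and bars SD (n = 3). The cluster mean stands at 32.8% at PN3 and 6.05% at PW1, and the single high miR-148a dot at PN1 is 48.0%.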

The largest portion was reads that mapped to exon regions with known miRNA being the second largest percentage. Reads length were also obtained and most reads ranged from 20–24 nt, with 22 nt being the frequency (Figure 2B). 

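Libraries of a stage held closely matching miRNA profiles, with a squared correlation of log2 CPM over 171 miRNA of 0.965 ± 0.0201 between replicates (0.923 to 0.991). The mean was 0.979 within PN2, 0.975 within PN3, 0.974 within PW1 and 0.966 within PW2. It was lowest within PN1 (0.9502) and MAT (0.949), the youngest and oldest stages. Libraries of neighbouring stages correlated at 0.954 (PN1 and PN2), 0.958 (PN2 and PN3), 0.971 (PW1 and PW2) and 0.943 (PW2 and MAT), against 0.874 for PN3 and PW1. Stages on the same side of birth averaged 0.945, stages across birth 0.775 with a lowest value of 0.632. PN1 library 1 was nearest to a PN2 library (0.941), and 7 of the 18 libraries had their nearest library in another stage. A permutation test of stage labels over all 18 libraries gave p = 1e-05 for the within-stage excess, the smallest value 100000 draws allow. The split at birth enters this test, so it does not show that stages on the same side of birth differ. It also treats postnatal libraries, which share animals, as independent.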

There was a high correlation between samples of the same developmental time point, indicating the reliability between samples (Figure 2C). Additionally, principal component analysis showed that developmental order could be captured, and a clear distinction was present between prenatal and postnatal samples (Figure 2D). This difference between pre and postnatal samples was also seen in the differentially expressed miRNA (Figure 2E).

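Stage means of miRNA profiles of longissimus muscle ran in the order of development along the first principal component. This component held 72.3% of the variance of the 18 libraries (jackknife standard error 3.52). Mean scores of the prenatal stages fell from 18.6 at PN1 to 13.9 at PN2 and 7.53 at PN3. Postnatal means were -10.8 at PW1, -14.2 at PW2 and -15.0 at MAT, and 16.0 units separated the nearest prenatal and postnatal libraries. Libraries of PW2 (-15.0 to -12.8) and MAT (-15.8 to -14.2) overlapped, so single libraries of these stages were not ordered. The second component held 6.32% (standard error 0.953). Without the DLK1-DIO3 miRNA the first component still held 69.2%. Clustering of the libraries into prenatal and postnatal branches misplaced 0 of 18. It was set to use the 107 miRNA called between neighbouring stages, and 94 miRNA were called from PN3 to PW1. That choice favours a split at birth, so the clustering is no independent evidence of one.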

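Between the 9 prenatal and 9 postnatal libraries 159 of 171 miRNA passed edgeR, 67 higher and 92 lower after birth. All 90 DLK1-DIO3 miRNA tested fell, with a median log2 fold change of -2.57 (camera adjusted p = 8.78e-48, adjusted p = 1.2e-05 with an estimated correlation; 90 when adjusted over the list alone). Of the 81 other miRNA 67 rose and 2 fell. Changes beyond 3 on the log2 scale numbered 39, of which 16 were rises and 23 falls; library totals gave 69, factors from miRNA outside the cluster 92, no low-count filter 73 and named ovine miRNA only 24. Rises included miR-150 4.25, miR-30d 2.87 and miR-10b 2.46, and falls miR-431 -4.77, miR-154a-3p -4.55 and miR-410-3p -4.04. Levels of the 2 sets of libraries did not overlap for 70 miRNA (40.9%), and 159 miRNA had an unadjusted p under 0.05. Scaling changed the split to 44 up and 99 down with library totals and to 29 up and 113 down with factors from miRNA outside the cluster, which moved the median of all miRNA by -1.05 and -1.72. RLE factors moved it by 0.12. With libraries assigned to 2 groups at random the highest count was 32.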

**FIGURE 2:**
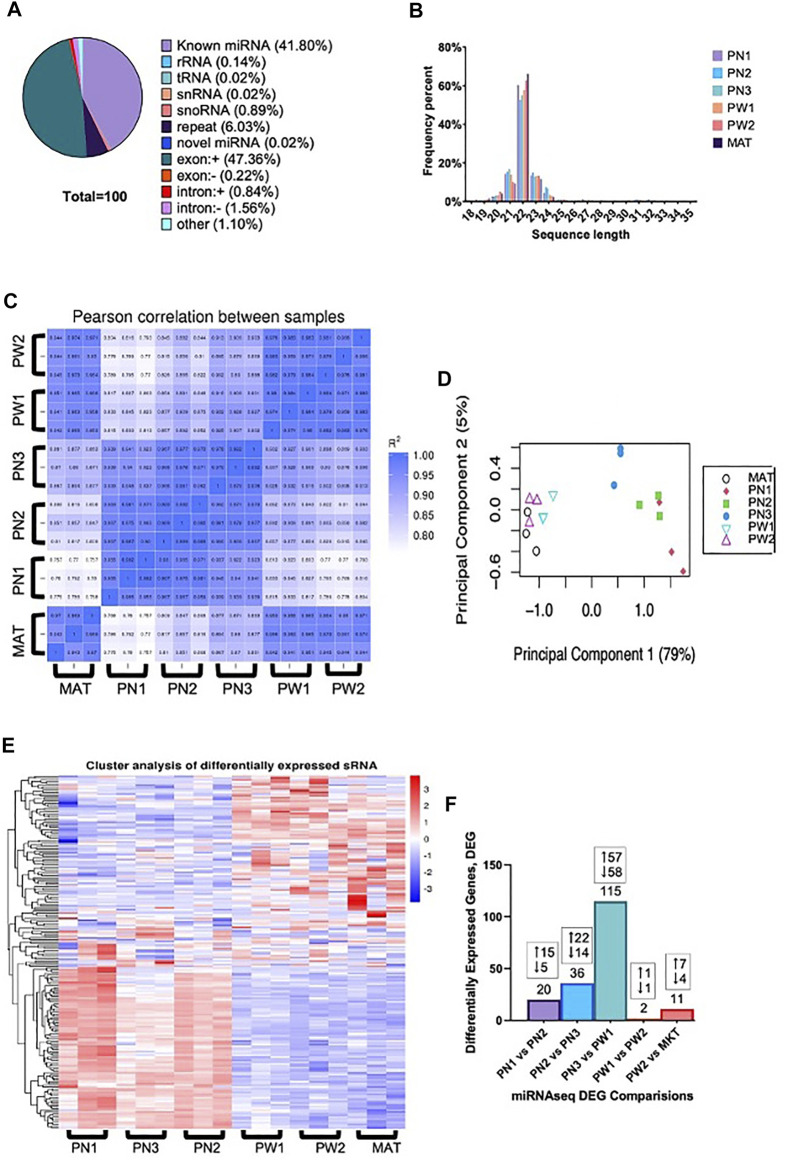
Small RNA analysis of ovine skeletal muscle at 6 developmental time points. **(A)** The classification of small RNA reads. **(B)** Distribution of small RNA sequence lengths from six developmental time points. **(C)** Correlation heat map of individual samples within developmental timepoints. **(D)** Principal component analysis of individual samples. **(E)** Hierarchical clustering analysis of individual samples within each developmental timepoint. **(F)** Number of differentially expressed miRNA from each comparison made with the number of up and downregulated miRNA denoted.

There were 142 unique miRNA differentially expressed (*P*_*adj*_ < 0.05) between the five stages of longissimus muscle hypertrophy examined in this study (Figure 2F). 

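Over the comparisons of neighbouring stages 107 different miRNA passed edgeR, with 123 calls in all. A total of 94 passed in 1 comparison and 10 passed in 2, among them miR-133, miR-143, miR-136, miR-29b and miR-16b. Only miR-150, miR-29a and miR-431 passed in 3. Independent lists of the same sizes would share 16.6 miRNA between at least 2 comparisons on average (highest 25 of 10000 draws), against 13 observed, and 0.608 between 3 comparisons, against 3 observed. Groups with no change gave 0.1 in 20 simulated sets. DESeq2 gave 116 different miRNA and 148 calls. The number ran from 83 without PN3 library 3 to 123 without PN1 library 1.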

No miRNA were differentially expressed at every growth stage examined but two miRNAs, miR-29a and miR-431, were differentially expressed in four comparisons. miR-29a was continuously upregulated from PN2 to MAT. miR-431 was down regulated from PN1 to PW1 and PW2 to MAT; however, miR-431 was not differentially expressed between PW1 and PW2. 

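MiR-29a, which is known to repress extracellular matrix transcripts, stood at 5.45 ± 0.798 CPM at PN1, 7.87 ± 1.90 at PN2 and 21.7 ± 7.56 at PN3 (n = 3 per stage). Its level was 162 ± 32.6 at PW1, 265 ± 58.5 at PW2 and 892 ± 118 at MAT. MiR-431, a DLK1-DIO3 miRNA that acts on satellite cells, ran the other way before birth: 188 to 948 CPM at PN1, 72.6 to 157 at PN2 and 20.7 to 33.8 at PN3. It stood at 2.01 to 4.50 at PW1, 0.914 to 2.19 at PW2 and 4.58 to 32.5 at MAT. No miRNA passed edgeR in 4 comparisons, while miR-431 did with DESeq2 (1 miRNA) and without PN1 library 1 (1 miRNA). The level of 948 CPM for miR-431 came from PN1 library 1.

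**Figure D2:**
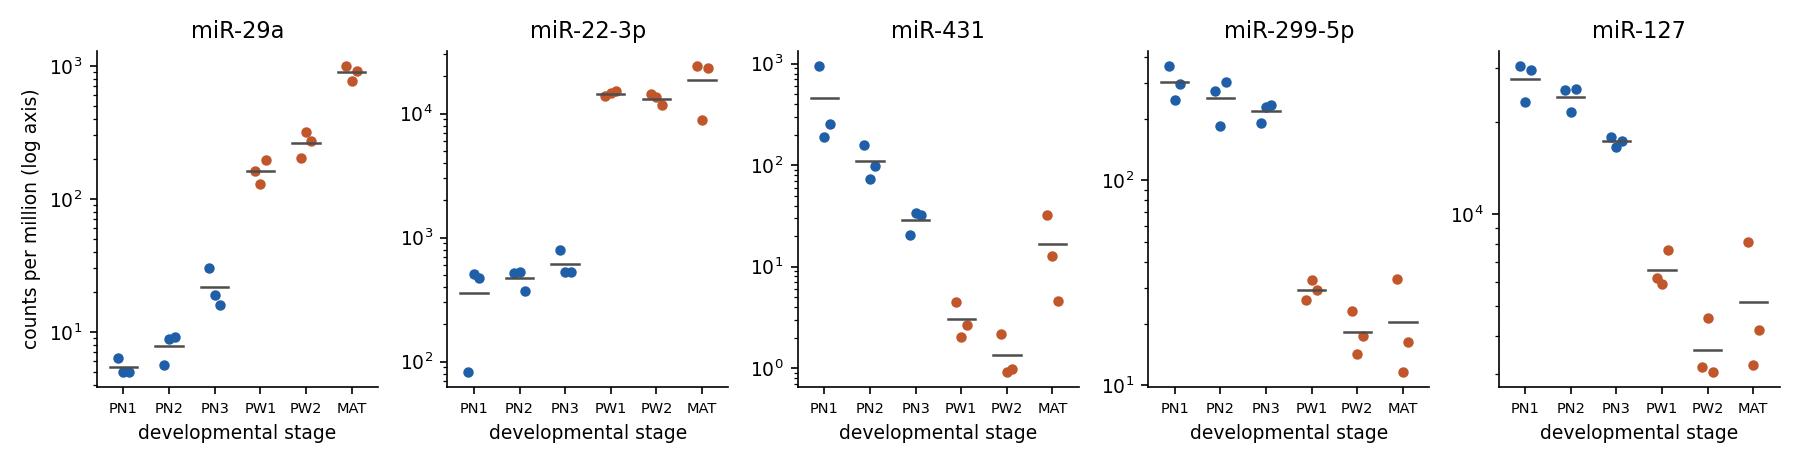
CPM on a log axis of miR-29a, miR-22-3p, miR-431, miR-299-5p and miR-127 at the 6 stages; dots are libraries (blue prenatal, orange postnatal) and lines are stage means. MiR-29a runs from a mean of 5.45 at PN1 to 892 at MAT, and miR-431 has its lowest values, 0.914 to 2.19, at PW2.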

For validation of sequencing, miR-29a, -22-3p, -299-5p, and 127 were chosen due to their expression over several developmental timepoints and high or low abundance, respectively (Figures 3A,B). Expression of mir-29a and -22-3p increased (*p* < 0.05) during development. Overall, the increasing log2 fold change for miR-29a and -22-3p agreed with the sequencing results that showed upregulation during development (Figure 3A). miR-299-5p and -127 decreased (*p* < 0.05) in expression during postnatal development and this agreed with sequencing results (Figure 3B). 

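In the sequenced libraries miR-22-3p, a miRNA that promotes myoblast differentiation, ran from 82.5 CPM in PN1 library 1 to 793 before birth and from 8857 to 24175 after it. The difference between the 9 prenatal and 9 postnatal libraries was 5.03 (standard error 0.32, edgeR adjusted p = 3.32e-12) on the log2 scale, and for miR-29a 5.11 (standard error 0.25, edgeR adjusted p = 1.79e-14). MiR-299-5p ran from 184 to 361 CPM before birth and 11.6 to 32.9 after it, a difference of -3.52 (standard error 0.25, edgeR adjusted p = 7.58e-12). MiR-127 ran from 16613 to 30493 CPM before birth and 3052 to 8120 after it, a difference of -2.19 (standard error 0.20, edgeR adjusted p = 7.16e-10). With library totals the differences of miR-22-3p and miR-29a were 3.95 and 4.12, and with factors from miRNA outside the DLK1-DIO3 list 3.32 and 3.42, where miR-127 was -3.91. All 4 passed under each scaling.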

Additional miRNA known to be present in muscle but not annotated in sequencing results, miR-1 and -206, were examined using qPCR (Figure 3C). miR-1 and -206 were both present at all developmental time points and expression increased (*p* < 0.05) as development progressed.

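The counts hold 0 entries under the names of miR-1, miR-206, miR-486, miR-499 and miR-451, which mark striated muscle or blood. The mature sequence of miR-1 was found in 0 of the hairpins predicted by the authors, and that of miR-206 in 0. MiR-133, encoded beside miR-1 and miR-206 in vertebrate genomes, was the only member of the muscle list measured. Absence from the counts gives no level of miR-1 or miR-206 in lamb muscle.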

**FIGURE 3:**

miRNA expression during six developmental time points. miRNA upregulated during development **(A)**. miRNA downregulated during development **(B)**. Muscle specific miRNA expression **(C)**.

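MiR-150, a miRNA of lymphocytes that is also found in muscle, rose from 8.48 ± 3.37 to 42.7 ± 1.49 CPM between PN1 and PN2, a log2 change of 2.33 (standard error 0.39, edgeR adjusted p = 0.0223) with n = 3 per stage. MiR-154b-3p fell from 9.56 ± 3.28 to 1.15 ± 0.559 CPM, a change of -3.04 (standard error 0.49, edgeR adjusted p = 0.0223). MiR-3959-3p, like miR-154b-3p a DLK1-DIO3 miRNA, fell from 197 ± 53.6 to 50.96 ± 15.7 CPM, a change of -1.95 (standard error 0.38, edgeR adjusted p = 0.0463). These 1 rise and 2 falls were the calls among 162 miRNA tested. At an unadjusted p under 0.05 there were 26, and 41 (25.3%) had groups that did not overlap, against a chance share of 10%. The 89 DLK1-DIO3 miRNA differed from the rest by -0.48 (camera adjusted p = 1.36e-04, adjusted p = 0.417 with an estimated correlation), with 0 up, 2 down and 2 when adjusted over the list alone. Without PN2 library 2 the difference was -0.26 (camera adjusted p = 0.0812), without PN2 library 1 -0.74. All 3 calls ended with replicate number as a block and without PN1 library 3 or any 1 PN2 library. Library totals gave 2.09 and factors from miRNA outside the cluster 2.16 for miR-150, neither passing, and moved the median of all miRNA by -0.20 and -0.15. Factors from outside the cluster left 1 call, and the call of miR-3959-3p also ended with RLE factors (-1.90), with named ovine miRNA only (-1.87) and without PN1 library 2 (-2.14). Random splits of the 6 libraries cannot give a share under 0.05; the highest other split gave 0.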

During the mid-prenatal stage (PN1 vs. PN2), 20 miRNA were differentially expressed (*P*_*adj*_ < 0.05) in this comparison (Table 2). miR-150 was up-regulated by 2.1-fold (*P*_*adj*_ < 0.0001) and miR-154b-3p was down-regulated by -2.4-fold (*P*_*adj*_ < 0.0001). Fourteen other miRNA were down-regulated (*P*_*adj*_ < 0.05) and four other miRNA were up-regulated (*p* < 0.05) from PN1 to PN2. Of these downregulated miRNA, miR-376, miR-17-5p and miR-431 have documented roles in skeletal muscle of the neonate and appear to alter satellite cell differentiation.

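Between PN1 and PN2 miR-376a-3p stood at 48.5 ± 29.1 and 17.4 ± 1.71 CPM, a log2 difference of -1.48 (edgeR adjusted p = 0.130). MiR-376d stood at 36.9 ± 12.0 and 13.4 ± 2.41 CPM, a difference of -1.46 (edgeR adjusted p = 0.106), and miR-376e-3p differed by -1.45 (edgeR adjusted p = 0.130). MiR-17-5p, a miRNA of proliferating cells, stood at 66.0 ± 24.6 and 28.0 ± 6.99 CPM, -1.24 (edgeR adjusted p = 0.130). MiR-431 stood at 647 ± 489.7 and 187 ± 87.2 CPM, -1.79 (edgeR adjusted p = 0.136), and miR-665-3p differed by -1.32 (edgeR adjusted p = 0.130). None passed edgeR with all 6 libraries. Without PN1 library 1 all passed edgeR: miR-376a-3p -1.80, miR-376d -1.65, miR-376e-3p -1.33, miR-17-5p -1.37, miR-665-3p -1.56 and miR-431 -0.95, within 41 calls (13 up, 28 down). MiR-376a-3p was -0.90 without PN1 library 3. DESeq2 called miR-376d (-1.38, and -1.28 with a prior), miR-431 (-1.78) and miR-665-3p (-1.24) among 11 miRNA. From published roles, the paper proposes an effect of miR-376, miR-17-5p and miR-431 on differentiation of satellite cells.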

**TABLE 2:** Differentially expressed miRNA during mid prenatal phase (PN1 = gd85; PN2 = gd110) by significance level.

miRNA	PN1 TPM	PN2 TPM	log2FoldChange	*P*_*adj*_ *.*
oar-miR-150	91.79	485.40	2.1168	4.75E-08
oar-miR-154b-3p	104.76	13.03	−2.3920	8.88E-07
oar-miR-3959-3p	2,180.08	578.15	−1.6516	2.81E-04
oar-miR-487a-3p	140.56	37.32	−1.5813	3.04E-03
oar-miR-376d	402.22	152.21	−1.2468	5.96E-03
oar-miR-134-5p	741.58	351.42	−1.0009	6.12E-03
novel_159	1.40	14.19	1.7999	1.27E-02
oar-miR-665-3p	408.60	170.16	−1.1023	3.78E-02
oar-miR-496-5p	13.29	2.36	−1.4995	4.32E-02
oar-miR-1185-5p	71.02	25.14	−1.2216	4.32E-02
oar-miR-154a-3p	7,426.57	3,239.99	−1.0434	4.32E-02
novel_61	9.95	39.78	1.4153	4.32E-02
novel_7	2.25	12.75	1.5428	4.32E-02
oar-miR-376a-3p	526.98	197.21	−1.1641	4.39E-02
oar-miR-376e-3p	717.47	270.19	−1.1568	4.39E-02
oar-miR-17-5p	723.12	318.25	−1.0304	4.39E-02
oar-miR-431	7,283.58	2,116.71	−1.315	4.39E-02
novel_99	6.70	29.79	1.4065	4.57E-02
oar-miR-410-5p	52.07	17.95	−1.1921	4.98E-02
oar-miR-485-3p	1,178.44	592.23	−0.8902	4.98E-02

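MiR-665-3p fell from 11.5 ± 1.77 to 2.33 ± 0.791 CPM between PN2 and PN3, a log2 change of -2.29 (standard error 0.44, edgeR adjusted p = 0.00905) with n = 3 per stage. MiR-1185-3p fell further, a change of -2.59 (standard error 0.60, edgeR adjusted p = 0.0164), and miR-431 fell from 142 ± 57.9 to 38.1 ± 9.49 CPM, a change of -1.90 (standard error 0.39, edgeR adjusted p = 0.00905). The predicted miRNA novel_32 rose from 2.89 ± 1.51 to 14.2 ± 3.52 CPM, a change of 2.30 (standard error 0.46, edgeR adjusted p = 0.00905). Larger or equal rises on lower counts came from novel_91 (2.47) and miR-29b (2.30). MiR-376a-3p changed by -1.84 (standard error 0.43, edgeR adjusted p = 0.0145), and further DLK1-DIO3 members fell as well: miR-3959-3p -1.64, miR-154a-3p -1.61, miR-758-3p -1.51 and miR-376d -1.49. Every one of these calls ended without PN2 library 1. The call of novel_91 also ended without PN2 library 2 or PN3 library 2 or 3, and that of miR-1185-3p without PN3 library 1 (-2.42) or 3. Factors from miRNA outside the cluster ended novel_91 (1.72) and miR-29b (1.67), library totals (1.74), RLE factors (2.27) and leaving out PN2 library 3 (1.92) or PN3 library 1 (1.37) ended miR-29b. With all 18 libraries in 1 fit miR-431, miR-154a-3p and miR-376d lost their calls, and without PN3 library 2 miR-3959-3p (-1.49) and miR-376d (-1.32) did. MiR-3959-3p also lost it without PN3 library 3 (-1.53).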

During the late prenatal stage of development (PN2 vs. PN3), 36 miRNA were differentially expressed (*P*_*adj*_ < 0.05) for this comparison (Table 3). miR-665-3p was down-regulated by -2.2-fold (*P*_*adj*_ < 0.0001) and novel_32 was up-regulated by 1.9- fold (*P*_*adj*_ < 0.0001). 

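MiR-133, a muscle miRNA that acts on myoblast proliferation, rose from 4889 ± 822 to 11346 ± 2062 CPM between PN2 and PN3, a log2 change of 1.21 (standard error 0.30, edgeR adjusted p = 0.0171). MiR-143 rose from 126045 ± 38726 to 282694 ± 44408 CPM, a change of 1.17 (standard error 0.30, edgeR adjusted p = 0.0196). With all 6 libraries and all miRNA miR-136 was the one DLK1-DIO3 miRNA to pass edgeR as a rise, from 469.9 ± 178 to 1456 ± 100.2 CPM, a change of 1.63 (standard error 0.35, edgeR adjusted p = 0.0115). In the same direction miR-412-3p differed by 1.03 (edgeR adjusted p = 0.0629) and miR-376c-5p by 0.83 (edgeR adjusted p = 0.112). MiR-412-3p passed with DESeq2 (1.02, and 0.88 with a prior) and in edgeR with named ovine miRNA only (1.06) or without PN3 library 1 (1.27). In all 10 miRNA rose and 12 fell of 163 tested, 47 had an unadjusted p under 0.05, and 56 (34.4%) had groups that did not overlap against a chance share of 10%. The cluster had 1 up and 12 down of 89 (1 and 12 adjusted over the list alone) and differed from other miRNA by -0.89 (camera adjusted p = 1.21e-13, adjusted p = 0.112 with an estimated correlation). Scaling by library totals gave 3 up and 41 down, and factors from miRNA outside the cluster gave 1 up and 41 down, with shifts of -0.57 and -0.71 in the median of all miRNA. Under them miR-133 was 0.64 and 0.47 and miR-143 was 0.61 and 0.50, none passing. No call was left without PN2 library 1; leaving out PN3 library 1 gave 29, of which 19 were among the 22. MiR-133 also dropped out without PN2 library 2 (1.06) and miR-143 without PN3 library 3 (1.02). Outside factors gave 0.91 for miR-136, not passing, and 1 fit of all 18 libraries ended miR-136 (1.61) and miR-143 (1.16). Random splits of 3 against 3 cannot give a share under 0.05; the highest other split gave 0.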

Thirteen additional miRNA were up-regulated (*P*_*adj*_ < 0.05) and 21 were down-regulated (*P*_*adj*_ < 0.05) during the late prenatal stage (PN2 vs. PN3). miR-133 and miR-143 were up-regulated and are known myomiRs with involvement in skeletal muscle hypertrophy.

**TABLE 3:** Differentially expressed miRNA during mid prenatal phase (PN2 = gd110; PN3 = gd133) by significance level.

miRNA	PN2 TPM	PN3 TPM	log2FoldChange	*P*_*adj*_ *.*
oar-miR-665-3p	105.53	19.76	−2.1548	7.42E-07
oar-miR-136	4,205.65	12,564.74	1.4807	1.92E-05
oar-let-7f	232,325.25	497,336.61	1.0648	1.92E-05
oar-miR-758-3p	2,148.68	718.67	−1.4824	1.92E-05
oar-miR-376a-3p	122.33	31.74	−1.7540	1.92E-05
novel_32	26.48	121.52	1.9340	3.46E-05
oar-miR-154a-3p	2013.45	616.16	−1.5747	3.46E-05
oar-miR-431	1,318.53	327.11	−1.7979	3.46E-05
oar-miR-133	44,300.34	97,376.40	1.0930	5.05E-05
oar-miR-134-5p	217.18	88.23	−1.2304	5.05E-05
oar-miR-376d	94.20	30.84	−1.4645	2.30E-04
oar-miR-3959-3p	357.75	106.33	−1.5693	2.93E-04
oar-miR-1185-3p	712.52	113.66	−2.0861	3.55E-04
oar-miR-485-3p	365.87	128.05	−1.3896	3.55E-04
oar-miR-541-5p	685.94	351.68	−0.9286	5.67E-04
oar-miR-411a-3p	9,364.18	4,496.96	−1.0081	1.10E-03
oar-miR-29a	92.88	245.24	1.2835	1.71E-03
oar-miR-3957-5p	241.13	100.94	−1.1536	4.46E-03
oar-miR-376b-3p	254.12	83.64	−1.4026	4.55E-03
novel_91	5.83	32.93	1.8187	5.79E-03
oar-miR-143	1,154,220.57	2,416,323.96	0.9992	6.21E-03
oar-miR-541-3p	27.80	7.33	−1.5770	6.24E-03
novel_169	2.00	13.50	1.8854	6.32E-03
oar-miR-539-3p	147.10	61.36	−1.1402	9.63E-03
oar-let-7a	50,937.12	101,393.48	0.9319	1.09E-02
oar-miR-494-3p	4,633.28	2,740.92	−0.7292	1.15E-02
oar-let-7g	76,122.52	120,328.58	0.6411	1.30E-02
oar-miR-411b-3p	40.33	13.62	−1.3109	2.56E-02
novel_89	13.79	37.62	1.2308	2.67E-02
oar-miR-127	288,665.48	195,115.94	−0.5504	2.87E-02
oar-miR-412-3p	6,121.91	11,761.58	0.8756	3.03E-02
oar-miR-487a-3p	23.14	5.21	−1.5171	3.16E-02
oar-miR-410-5p	11.10	1.78	−1.5813	4.05E-02
oar-miR-376c-5p	887.36	1,509.02	0.7259	4.11E-02
novel_15	0.73	6.39	1.5986	4.57E-02
oar-miR-370-3p	87,715.07	34,345.31	−1.1449	4.82E-02

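Across birth, from PN3 to PW1, 94 of 147 miRNA passed edgeR, 41 higher and 53 lower after birth with n = 3 per stage. Sampling also changed here, from fetuses collected at surgery to biopsies of lambs, and the design cannot separate it from birth. The split depended on scaling: RLE factors gave 48 up and 43 down, library totals 25 and 74, factors from miRNA outside the DLK1-DIO3 cluster 13 and 92. These moved the median of all miRNA by 0.19, -0.58 and -1.39. The falls were 51 DLK1-DIO3 miRNA, let-7c -0.62 and novel_3 -1.15. The rises held 0 DLK1-DIO3 miRNA, and the calls outside the cluster were 30 named ovine miRNA and 13 predicted by the authors. Groups did not overlap for 103 miRNA (70.1%) against a chance share of 10%, and 101 had an unadjusted p under 0.05. DESeq2 gave 95 calls. Leaving out 1 library gave 74 to 103 calls. The highest other split of the 6 libraries gave 0, and such splits cannot give a share under 0.05.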

During the transition from prenatal to postnatal development (PN3 vs. PW1), this stage had the most differentially expressed miRNA with 115 (Table 4). The largest magnitude (>3) log fold changes all came from the PN3 vs. PW1 comparison, miR-22-3p was up-regulated by 4.5-fold (*P*_*adj*_ < 0.0001) and novel_91 was down-regulated by -3.7-fold (*P*_*adj*_ < 0.0001). 

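MiR-22-3p rose from 542.7 ± 125 to 13112 ± 655.1 CPM between PN3 and PW1, a log2 change of 4.59 (standard error 0.25, edgeR adjusted p = 1.43e-06), the largest rise of the comparison. Also beyond 3 were rises of the predicted novel_101 (4.39), novel_7 (3.42) and novel_159 (3.38). The predicted novel_91 had 13, 30 and 28 counts in the PN3 libraries and 0, 0 and 0 at PW1, too few to enter the test. It passed without the low-count filter, but with 0 counts at PW1 the size of its fall was not measured. Library totals gave 4.01 and factors from miRNA outside the DLK1-DIO3 list 3.25 for miR-22-3p, both passing.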

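Among the miRNA tested, falls beyond 3 on the log2 scale from PN3 to PW1 all came from the DLK1-DIO3 cluster: miR-3955-3p -3.96, miR-3956-5p -3.59, miR-154a-3p -3.35, miR-410-3p -3.21 and miR-655-3p -3.18. The others were miR-3956-3p -3.05, miR-493-5p -3.00 and miR-431, which fell from 25.5 ± 6.66 to 2.78 ± 1.30 CPM, a change of -3.22 (standard error 0.47, edgeR adjusted p = 3.62e-04). With the 4 rises, 12 of the 94 called miRNA changed by more than 3. Library totals gave 20, factors from miRNA outside the cluster 37 and no low-count filter 24. Beyond 3 elsewhere were 1 miRNA between PN1 and PN2, 0 between PN2 and PN3, 0 between PW1 and PW2 and 1 between PW2 and MAT. These were miR-154b-3p and miR-431.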

An additional 11 miRNA had a fold-change greater than 3, 7 were up-regulated and 4 were down regulated. Fifty-two miRNA were down-regulated (*P*_*adj*_ < 0.05) and 50 were up-regulated (*P*_*adj*_ < 0.05) with a fold-change < 3.

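The remaining changes from PN3 to PW1 were below 3 on the log2 scale. No DLK1-DIO3 miRNA passed as a rise, while of the 70 other miRNA 41 rose and 2 fell, or 13 and 17 with factors from miRNA outside the cluster. Outside the DLK1-DIO3 cluster miR-16b rose from 65.7 ± 24.8 to 518 ± 154 CPM with a change of 2.98 (standard error 0.39, edgeR adjusted p = 2.32e-04), miR-150 by 2.68, miR-221 by 2.80, miR-103 by 2.38 and miR-133 by 2.09 (standard error 0.23, edgeR adjusted p = 1.46e-04). Inside it miR-136 fell from 979 ± 130.2 to 169 ± 66.1 CPM with a change of -2.53 (standard error 0.36, edgeR adjusted p = 3.62e-04). MiR-376a-3p (-2.54), miR-376d (-2.50), miR-495-3p (-2.53) and miR-543-3p (-2.65) fell too. Rises of miR-194 (2.10), miR-27a (1.93), miR-30b (2.44) and miR-17-5p (1.75) ended with factors from miRNA outside the cluster at 0.77, 0.59, 1.10 and 0.42. There miR-16b was 1.63, miR-150 1.28, miR-221 1.47, miR-103 1.04 and miR-133 0.74, and miR-136, miR-376a-3p, miR-376d, miR-495-3p and miR-543-3p were -3.87, -3.84, -3.82, -3.87 and -4.00. Those of miR-17-5p (1.36) and miR-30b (2.01) also ended without PN3 library 3, that of miR-17-5p with library totals (1.16) and the fall of miR-543-3p without PW1 library 3 (-2.65), and miR-30b was 1.35 without PW1 library 1.

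**Figure D3:**
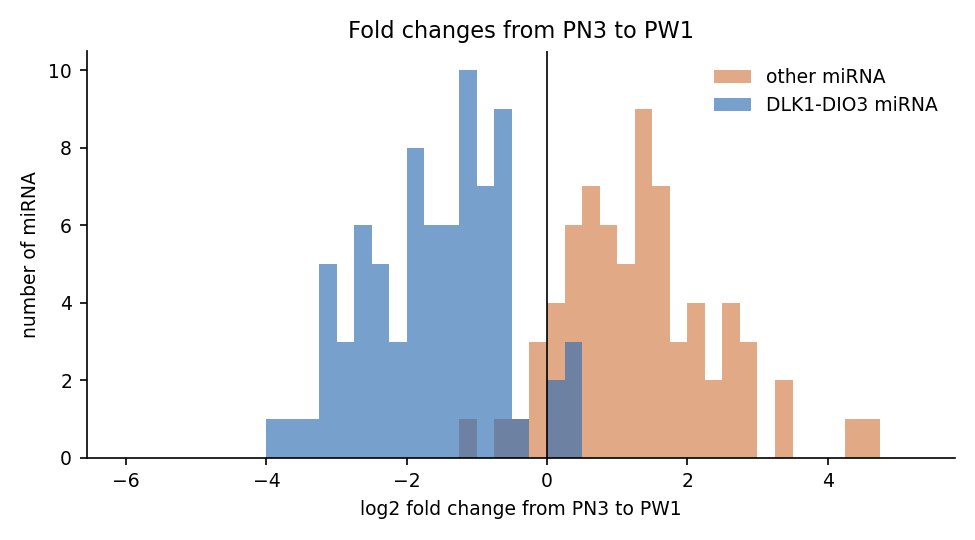
Number of miRNA by log2 fold change from PN3 to PW1 in bins 0.25 wide, DLK1-DIO3 miRNA in blue and other miRNA in orange. The median is -1.55 for the cluster and 1.27 for the others, the latter 0.66 with library totals.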

**TABLE 4:** Differentially expressed miRNA during prenatal to postnatal transition phase (PN3 = gd133; PW1 = pd42) by significance level.

miRNA	PN3 TPM	PW1 TPM	log2FoldChange	*P*_*adj*_ *.*
oar-miR-22-3p	3,253.46	80,720.92	4.525	1.04E-57
oar-miR-299-5p	1,130.39	163.00	−2.753	3.26E-37
oar-miR-487b-3p	1,586.25	382.71	−2.0275	3.04E-24
oar-let-7g	55,592.12	134,263.09	1.2647	8.64E-18
oar-miR-30c	2,888.27	17,727.15	2.5525	2.01E-17
oar-miR-127	90,359.34	36,459.82	−1.3007	8.43E-17
oar-miR-432	4,637.76	964.83	−2.2213	1.17E-16
oar-miR-30d	58,769.57	287,068.30	2.2413	2.04E-16
oar-miR-29a	114.76	892.44	2.8509	2.86E-15
oar-miR-143	1,115,871.88	2,978,500.86	1.4042	2.94E-15
oar-miR-299-3p	365.94	73.79	−2.243	3.23E-14
oar-miR-381-3p	1,114,970.39	198,832.88	−2.417	3.64E-14
oar-miR-410-3p	1,324.49	146.52	−3.0324	6.13E-14
oar-miR-154a-3p	282.06	29.47	−3.1168	6.26E-14
oar-miR-3959-5p	2,487.10	760.65	−1.6855	3.08E-13
novel_101	2.42	56.15	4.0619	5.49E-13
oar-miR-376c-5p	702.86	105.15	−2.6425	6.86E-13
oar-miR-431	150.00	17.17	−3.0003	3.11E-12
oar-miR-16b	396.33	3,176.06	2.858	3.79E-12
oar-miR-495-3p	14,909.28	2,664.33	−2.3976	1.10E-11
oar-miR-493-5p	25,857.82	3,413.60	−2.7822	1.12E-11
oar-miR-27a	732.01	2,872.37	1.9279	1.35E-11
oar-miR-655-3p	5,093.71	575.75	−2.9609	7.15E-11
oar-miR-133	45,326.48	198,971.38	2.0734	1.01E-10
oar-miR-136	5,808.63	1,047.80	−2.3698	5.99E-10
novel_7	5.81	66.85	3.2284	8.29E-10
oar-miR-329b-3p	1,209.13	269.32	−2.088	3.31E-09
oar-miR-25	4,944.24	18,970.32	1.8852	4.35E-09
oar-miR-541-5p	162.78	45.44	−1.8002	5.87E-09
oar-miR-382-5p	5,232.22	1,504.11	−1.753	7.44E-09
oar-miR-191	3,644.91	11,054.01	1.5674	1.56E-08
oar-miR-150	351.46	2,376.73	2.592	1.86E-08
novel_159	3.66	39.97	3.14	4.37E-08
oar-miR-10b	295,096.57	791,364.41	1.3979	5.36E-08
oar-miR-103	902.93	4,755.78	2.2692	2.31E-07
oar-miR-125b	5,988.66	11,625.02	0.94814	4.41E-07
oar-miR-194	90.40	394.65	2.0266	9.84E-07
oar-miR-3956-5p	4,762.74	424.20	−3.0799	9.84E-07
novel_87	0.00	14.90	4.2219	5.24E-06
oar-miR-21	171,273.72	356,873.16	1.0442	7.52E-06
novel_4	12.28	78.51	2.4509	7.56E-06
oar-miR-379-5p	134,717.62	74,976.28	−0.83758	1.05E-05
oar-miR-382-3p	3,434.37	1,334.07	−1.3301	1.54E-05
oar-miR-221	32.74	233.10	2.5456	1.95E-05
oar-miR-30a-3p	1,360.59	2,175.92	0.67301	1.99E-05
novel_13	0.82	23.95	3.5678	2.31E-05
oar-miR-26a	142,269.96	387,849.86	1.4038	3.16E-05
oar-miR-369-3p	3,205.77	599.33	−2.2194	5.26E-05
oar-miR-3958-5p	179.07	36.70	−2.1109	5.26E-05
oar-miR-3956-3p	58.10	6.98	−2.6236	5.75E-05
oar-miR-495-5p	113.37	29.91	−1.7905	6.71E-05
novel_91	14.99	0.00	−3.6814	7.28E-05
oar-miR-380-3p	2,225.71	710.98	−1.5783	7.35E-05
novel_67	49.85	139.43	1.4286	1.08E-04
oar-miR-381-5p	25.66	3.39	−2.4986	1.52E-04
oar-miR-3955-5p	835.09	394.68	−1.0563	1.55E-04
oar-miR-107	128.68	391.89	1.5352	1.71E-04
novel_84	0.00	11.01	3.5774	2.40E-04
oar-miR-1185-3p	52.11	16.42	−1.5919	2.69E-04
oar-miR-3958-3p	47,442.40	20,242.12	−1.1938	3.39E-04
oar-miR-411a-3p	2067.40	546.75	−1.7827	5.15E-04
oar-miR-494-3p	1,270.31	755.52	−0.7418	6.25E-04
oar-miR-3955-3p	16.99	0.92	−2.9307	6.89E-04
oar-miR-181a	6,692.89	14,436.41	1.0794	9.16E-04
oar-miR-23a	2,455.76	7,624.23	1.5412	9.92E-04
novel_122	17.19	49.42	1.4476	1.07E-03
oar-miR-200c	3.14	20.69	2.3002	1.39E-03
novel_128	5.78	21.22	1.7154	1.48E-03
novel_54	0.00	4.71	3.0279	2.59E-03
oar-miR-543-3p	2,899.34	483.46	−2.1936	2.59E-03
oar-miR-376c-3p	259.56	85.30	−1.5059	2.70E-03
oar-miR-1193-5p	9.14	0.44	−2.7133	3.12E-03
oar-miR-329a-3p	31.82	8.82	−1.6675	3.34E-03
oar-miR-30b	1,431.93	7,886.11	2.0949	3.92E-03
oar-miR-493-3p	17,054.16	7,651.77	−1.1124	4.41E-03
oar-miR-329b-5p	23.91	5.34	−1.8633	5.17E-03
oar-miR-487a-5p	21.59	5.67	−1.6787	5.66E-03
oar-miR-17-5p	100.41	340.30	1.6048	5.69E-03
oar-let-7c	16,034.49	10,760.04	−0.56963	5.69E-03
oar-miR-655-5p	14.21	1.71	−2.3672	5.82E-03
oar-miR-370-5p	59.48	26.40	−1.1376	6.61E-03
oar-miR-30a-5p	56,262.60	97,321.10	0.77484	6.72E-03
novel_96	2.78	13.04	1.9389	7.16E-03
oar-miR-376a-3p	14.86	2.63	−2.0776	7.16E-03
oar-miR-376d	14.29	2.58	−2.0523	7.16E-03
novel_6	8.36	56.60	2.2011	7.43E-03
oar-miR-106a	17.22	56.22	1.5485	8.16E-03
novel_71	0.00	3.39	2.6493	9.51E-03
novel_83	0.00	3.50	2.6147	1.07E-02
oar-miR-487b-5p	22.13	5.47	−1.6954	1.09E-02
novel_61	13.52	42.26	1.483	1.10E-02
novel_42	0.20	4.84	2.5102	1.20E-02
oar-miR-412-3p	5,378.49	2,797.79	−0.91164	1.27E-02
oar-miR-323a-3p	917.06	352.11	−1.2845	1.33E-02
novel_8	7.16	33.85	1.867	1.40E-02
novel_75	9.16	27.85	1.4578	1.43E-02
oar-let-7f	229,818.32	311,018.30	0.43319	1.48E-02
oar-miR-26b	7,723.60	15,612.67	0.97488	1.48E-02
novel_5	37.21	89.02	1.186	1.50E-02
oar-miR-433-3p	486.83	246.10	−0.94394	1.50E-02
oar-miR-19b	909.29	1,537.82	0.74053	1.56E-02
oar-miR-412-5p	69.82	24.92	−1.3518	1.71E-02
novel_127	3.75	15.66	1.7598	1.77E-02
oar-miR-380-5p	95.19	49.81	−0.90109	2.05E-02
oar-miR-154b-5p	2,845.81	1,425.43	−0.95264	2.43E-02
novel_3	33.96	15.98	−1.0468	2.45E-02
oar-miR-409-5p	1,289.73	729.15	−0.79479	2.90E-02
novel_157	1.68	10.52	1.9707	2.92E-02
novel_52	0.20	4.45	2.2066	3.13E-02
oar-miR-10a	38,127.81	55,714.68	0.53872	3.50E-02
oar-miR-23b	3,386.13	6,868.51	0.96512	3.98E-02
novel_35	0.79	8.09	2.0227	4.54E-02
oar-miR-323b	63.49	13.28	−1.7337	4.57E-02
oar-miR-377-5p	27.26	9.33	−1.3625	4.99E-02
novel_85	0.00	2.71	2.0249	5.00E-02

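Between PW1 and PW2 miR-29a stood at 112 ± 17.9 and 198 ± 22.8 CPM, a log2 difference of 0.83 (standard error 0.27, edgeR adjusted p = 0.330) with n = 3 per stage. MiR-127 stood at 4556 ± 432.8 and 2701 ± 374 CPM, a difference of -0.75 (standard error 0.21, edgeR adjusted p = 0.255). The libraries of the stages did not overlap for either miRNA. Let-7f differed by 0.57 (edgeR adjusted p = 0.283), while miR-22-3p (0.01) and miR-143 (0.01) stood level. Of 129 miRNA 0 passed edgeR, with 9 at an unadjusted p under 0.05, and 0 passed DESeq2, with 10. Groups did not overlap for 21 (16.3%) against a chance share of 10%. The 58 DLK1-DIO3 miRNA were lower than the rest by -0.63 (camera adjusted p = 2.16e-12, adjusted p = 0.0431 with an estimated correlation; 0 when adjusted over the list alone). Factors from miRNA outside the cluster called miR-127 (-1.03) and moved the median of all miRNA by -0.30, library totals by -0.18. The animals were the same at both stages but replicate numbers are not known to identify them. Random splits of 3 against 3 cannot give a share under 0.05; the highest other split gave 8.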

During the postnatal phase (PW1 vs. PW2), this stage had the smallest number of differentially expressed (*P*_*adj*_ < 0.05) miRNA with just two, miR-29a (up-regulated 0.8 fold) and miR-127 (down-regulated -0.6 fold), and this may be due to the short time duration between sampling (∼25 days; Table 5). As longissimus muscle growth plateaus near maturity (PW2 vs. MAT), 11 miRNA were differentially expressed (Table 5). miR-431 was up-regulated 2.3-fold and novel_13 was down-regulated -1.9-fold for the PW2 vs. MAT comparison.

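MiR-431 rose from 1.05 ± 0.757 to 10.0 ± 6.27 CPM between PW2 and MAT, a log2 change of 3.22 (standard error 0.74, edgeR adjusted p = 0.0477) with n = 3 per stage. Its counts were 7, 2 and 2 at PW2 and 77, 24 and 9 at MAT. MiR-29b rose from 5.58 ± 1.21 to 24.6 ± 2.84 CPM, a change of 2.13 (standard error 0.40, edgeR adjusted p = 0.0195), and miR-16b, a brake on cell division, fell from 449 ± 164 to 150.3 ± 16.2 CPM, a change of -1.58 (standard error 0.37, edgeR adjusted p = 0.0477). The predicted novel_13 had 31, 21 and 2 counts at PW2 and 2, 0 and 1 at MAT, and was not tested; with no low-count filter its change was -3.67. Of 118 miRNA 3 rose, counting miR-29a, and 1 fell. At an unadjusted p under 0.05 there were 20, and 27 (22.9%) had groups that did not overlap against a chance share of 10%. The 49 DLK1-DIO3 miRNA differed from the rest by -0.21 (camera adjusted p = 0.615), and 0 passed when adjusted over the list alone. The count fell to 0 without PW2 library 1 or MAT library 2, to 1 without MAT library 1, where miR-431 was too low to be tested, and reached 8 without PW2 library 3. Calls of miR-29b (2.20) and miR-16b (-1.55) also ended with all 18 libraries in 1 fit, and after thinning 2 calls were left, without miR-16b (-1.56) and with miR-431 too low to be tested. Replicate number as a block gave 17 calls, 8 up and 9 down, though the numbers are not known to identify the animals that these stages share. Splits of 3 against 3 cannot give a share under 0.05; the highest other split gave 0.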

**TABLE 5:** Differentially expressed miRNA during postnatal phase of development (PW1 = pd42; PW2 = pd60) and postweaning phase of development (PW2 = pd60; MAT = pd 240) by significance level.

miRNA	PW1 TPM	PW2 TPM	log2FoldChange	*P*_*adj*_ *.*
oar-miR-29a	435.77	814.59	0.82216	3.03E-02
oar-miR-127	17,782.67	11,042.48	−0.64633	3.10E-02

miRNA	PW2 TPM	MAT TPM	log2FoldChange	*Padj.*
oar-miR-29a	579.32	1954.82	1.6739	1.55E-09
oar-miR-29b	17.47	78.60	1.9496	1.42E-06
oar-miR-431	3.13	32.38	2.2537	1.45E-03
oar-miR-16b	1,405.30	478.61	−1.4019	2.00E-03
oar-miR-3959-5p	289.34	153.88	−0.86824	2.19E-02
oar-miR-412-3p	771.84	368.68	−0.98391	2.19E-02
oar-miR-411b-5p	197.62	81.17	−1.1539	2.19E-02
novel_13	14.96	0.88	−1.9055	2.19E-02
oar-miR-376e-5p	13.57	2.03	−1.7191	2.51E-02
oar-miR-543-3p	145.03	827.55	1.6478	3.81E-02
oar-miR-494-3p	248.53	118.80	−0.96596	4.73E-02

Target genes of differentially expressed miRNA were identified and the functional associations of genes were assessed with GOseq (Young et al., 2010). Between all 5 comparisons made, 195 terms were significantly enriched, 86 were from biological process, 42 were from cellular component, and 67 were from molecular function (Table 6; Supplementary Tables S2–S6). Fifty-nine terms were expressed in one comparison, 24 in 2 comparisons, 19 in 3 comparisons, 89 in 4 comparisons, and 4 in all 5 comparisons. The PN1 vs. PN2 comparison had 119 enriched terms, PN2 vs. PN3 had 121 enriched terms, PN3 vs. PW1 had 138 enriched terms, PW1 vs. PW2 had 4 enriched terms, and PW2 vs. MRT had 158 enriched terms.

**TABLE 6:** **Summary of enriched Gene Ontology terms from each comparison**.

GO Accession	Description	Term type	P_adj_
Enriched Terms PN1 v PN2			
GO:0003824	Catalytic activity	Molecular function	7.99E-13
GO:0008152	Metabolic process	Biological process	7.99E-13
GO:0005488	Binding	Molecular function	6.10E-10
GO:0016787	Hydrolase activity	Molecular function	6.07E-09
GO:0043167	Ion binding	Molecular function	1.02E-08
Enriched Terms PN2 v PN3			
GO:0003824	Catalytic activity	Molecular function	1.21E-16
GO:0008152	Metabolic process	Biological process	4.69E-14
GO:0016787	Hydrolase activity	Molecular function	1.73E-11
GO:0005488	Binding	Molecular function	1.54E-09
GO:0070011	Peptidase activity, acting on L-amino acid peptides	Molecular function	2.80E-09
Enriched Terms PN3 v PW1			
GO:0003824	Catalytic activity	Molecular function	2.07E-20
GO:0008152	Metabolic process	Biological process	1.36E-14
GO:0016787	Hydrolase activity	Molecular function	4.09E-12
GO:0005488	Binding	Molecular function	1.89E-10
GO:0008233	Peptidase activity	Molecular function	2.51E-09
Enriched Terms PW1 v PW2			
GO:0016787	Hydrolase activity	Molecular function	4.54E-03
GO:0008152	Metabolic process	Biological process	4.54E-03
GO:0003824	Catalytic activity	Molecular function	8.58E-03
GO:0005975	Carbohydrate metabolic process	Biological process	1.04E-02
Enriched Terms PW2 v MKT			
GO:0003824	Catalytic activity	Molecular function	2.28E-12
GO:0008152	Metabolic process	Biological process	1.03E-11
GO:0071704	Organic substance metabolic process	Biological process	2.95E-09
GO:0044238	Primary metabolic process	Biological process	1.25E-08
GO:0044237	Cellular metabolic process	Biological process	2.30E-07

Target genes of the of the 142 differentially expressed miRNA were annotated using the Kyoto Encyclopedia of Genes and Genomes to examine the miRNA relationship to cellular pathways (Table 7; Supplementary Tables S7–S11). A total of 35 pathways were enriched when all comparisons were examined. The PN1 vs. PN2 comparison had 16 enriched pathways, PN2 vs. PN3 had 17 enriched pathways, PN3 vs. PW1 had 21 enriched pathways, PW1 vs. PW2 had 2 enriched pathways, and PW2 vs. MKT had 21 enriched pathways. One pathway, Proteasome, was enriched in all 5 comparisons. Eight pathways were enriched in 4 comparisons, 5 in 3 comparisons, 4 in 2 comparisons, and 17 in only 1 comparison. The PN3 vs. PW1 comparison had enriched pathways with the highest rich factors (a ratio of genes enriched to total genes annotated in a pathway) when compared the same pathway in one or more of the 4 other comparisons; indicating that more genes were enriched in the PN3 vs. PW1 comparison when compared to the others.

**TABLE 7:** Summary of enriched KEGG pathways from each comparison.

ID	Description	*P*_*adj*_
Enriched Pathways PN1 v PN2		
oas05140	Leishmaniasis	1.39E-02
oas04145	Phagosome	2.21E-02
oas05150	*Staphylococcus aureus* infection	2.21E-02
oas04210	Apoptosis	2.21E-02
oas04141	Protein processing in endoplasmic reticulum	2.21E-02
Enriched Pathways PN2 v PN3		
oas04142	Lysosome	1.09E-03
oas04141	Protein processing in endoplasmic reticulum	2.04E-03
oas05140	Leishmaniasis	2.04E-03
oas01100	Metabolic pathways	2.04E-03
oas04145	Phagosome	2.57E-03
Enriched Pathways PN3 v PW1		
oas04145	Phagosome	1.58E-03
oas04141	Protein processing in endoplasmic reticulum	3.10E-03
oas05140	Leishmaniasis	3.10E-03
oas05150	*Staphylococcus aureus* infection	3.10E-03
oas04976	Bile secretion	3.10E-03
Enriched Pathways PW1 v PW2		
oas04974	Protein digestion and absorption	4.15E-03
oas03050	Proteasome	2.31E-02
Enriched Pathways PW2 v MKT		
oas05140	Leishmaniasis	1.33E-03
oas05150	*Staphylococcus aureus* infection	2.24E-03
oas04152	AMPK signaling pathway	2.24E-02
oas05330	Allograft rejection	8.63E-02
oas04141	Protein processing in endoplasmic reticulum	1.17E-02

### Cell culture

Satellite cell culture experiments were conducted to examine loss of function for miR-29a on proliferation and differentiation. Cell proliferation rates were examined daily by measuring DNA content from d 1 to d 4 of the proliferation phase following AntagomiR-29a transfection and compared to Control cultures (Figure 4A). Following transfection on d 1, Lipofectamine treated cultures had reduced (*p* < 0.05) cell numbers when compared to Control. AntagomiR-29a treated cultures did not differ from the control. On d 2 of proliferation AntagomiR-29a 100 nM treated cultures tended (*p* < 0.10) to have reduced DNA content compared to Control cultures. AntagomiR-29a 300 nM treated cultures had increased (*p* < 0.05) DNA content compared to Control cultures on d 3. No cultures differed (*p* > 0.05) from Control cultures on d 4 of proliferation.

**FIGURE 4:**

The effects of miR-29a inhibition on satellite cell proliferation, differentiation, and miRNA expression. Alterations from miR-29a inhibition to cell culture DNA content by day of proliferation **(A)**. miR-29a inhibition during proliferation or differentiation on the percentage of the total nuclei expressing MYOG **(B)**. miR-29a expression on d 1 of proliferation **(C)** and d 4 of proliferation **(D)**. miR-29a expression from cell cultures treated during proliferation **(E)** or differentiation **(F)**.

AntagomiR-29a treatment effect on satellite cell differentiation ability was assessed with MYOG staining (Figure 4B). Satellite cell differentiation was not altered (*p* > 0.05) by miRNA treatment during proliferation. AntagomiR 29a treatment during differentiation increased (*p* < 0.05) the percentage of nuclei expressing MYOG for AntagomiR 29a 100 and 300 nM treated cells compared to Control cultures. Lipofectamine treated cells did not differ Control cultures.

miR-29a expression was assessed on d 1 and 4 of proliferation and following 4 d of differentiation (Figures 4C–F). AntagomiR-29a at 300 nM reduced (*p* < 0.05) miR-29a expression 24 h following transfection when compared to Control cultures, however AntagomiR-29a 100 nM treated cultures did not differ from Control cells (Figure 4C). Lipofectamine treated cells had increased miR-29a expression on d 1 of proliferation when compared to Control cultures. On d 4 of proliferation AntagomiR-29a 300 nM treated cultures had reduced (*p* < 0.01) miR-29a expression when compared to Control cultures (Figure 4D). Lipofectamine and AntagomiR-29a 100 nM cultures did not differ (*p* > 0.05) from Control cells on d4 of proliferation. Cells treated with either AntagomiR-29a at 100 nM or 300 nM during proliferation had reduced (*p* < 0.01) miR-29a expression following 4 d of differentiation when compared to Control cultures, while Lipofectamine cultures did not differ (*p* > 0.05; Figure 4E). Cells treated with AntagomiR-29a at 100 nM or 300 nM only during the differentiation stage had reduced (*p* < 0.01) miR-29a expression when compared to Control cultures (Figure 4F). Control and Lipofectamine cultures did not differ (*p* > 0.05) from each other on d 4 of differentiation.

## Discussion

Skeletal muscle hypertrophy is an intricate process that spans both the pre and postnatal developmental stages. miRNA are known to be involved in gene regulation and characterizing the transcriptomic changes that occur during development provides a more complete understanding of the mechanisms involved in hypertrophic muscle development. The current study covered a wide developmental range spanning from the conclusion of muscle fiber hyperplasia (PN1; gd 85) to near maturity (MAT). Late gestation (gd 70–140 of gestation) is a period of exponential growth for the fetus and 80% of fetal growth occurs during this period (Rattray et al., 1974). The early postnatal period of development is noted for having increased growth efficiency compared to later postnatal growth (Greenwood and Bell, 2019). Lamb body weight increased as development progressed, with the largest percentage increase (300%) occurring during the transition from prenatal (PN3; gd 133) to postnatal (PW1; d 42) a period of approximately 56 days. Comparatively the post-weaning growth period (PW2; d 65 to MAT; d 243) was the longest at ∼140 d and only resulted in a 97% body weight increase. From PN1 to MAT, muscle weight increased more than total body weight as a percentage, 12,528% and 10,349% respectively, indicating the importance of muscle hypertrophy in overall body growth.

Muscle fiber hypertrophy showed that there was an immense increase in muscle fiber area from PN1 to MAT. During prenatal hypertrophy, PN1 to PN3, Type II fibers were shown to have more hypertrophy from PN1 to PN3 than Type I fibers, 2.7- and 1.9-fold, respectively. Similar results were found during postnatal hypertrophy, PN3 to MAT, with Type II fibers having a 8.9 fold increase and Type I fibers increasing 8.6 fold in size. Within the Type II fibers, Type IIa and IIx showed a similar trend with a 2.6- and 3.0-fold increase during prenatal hypertrophy, and 7.5- and 10.5-fold increase during postnatal hypertrophy, respectively. Type IIax was not found in PN1 (gd 85) samples and could indicate that fiber transition does not start occurring until later in gestation. Postnatal hypertrophy of type IIax fibers was 6.5-fold, the lowest of the all the fibers classified. These findings are consistent with previous studies that show that, while Type I and II fibers are similar in size early in development, Type II fibers surpass Type I fibers in area at maturity (Wegner et al., 2000).

In the current study Type I fiber percentage was greater at PN3 (gd 133) compared to all other developmental time points. In cattle, Type I fiber percentage remained consistent from birth to 24 months of age, however Type IIa fiber percentage decreased with other myosin heavy chain isoforms increasing in percentage (Wegner et al., 2000). Similar findings have been shown in mice and pigs, with all studies noting that the transition from Type I to Type II fiber occurring early in the postnatal period (Wegner et al., 1993; Schiaffino et al., 2015). Muscle fiber type is determined based on the presence of myosin heavy chain isoforms which indicate the metabolic state (oxidative vs. glycolytic) of the individual muscle fibers (Pette and Staron, 1997). In the current study, Type IIa percentage was reduced at maturity compared to prenatal time points, while the percentage of Type IIax fibers increased at maturity. Muscle fiber type is not static and fibers can transition depending on factors like age, nutrition, and activity (Lefaucheur and Gerrard, 2000). Type IIa fibers are more oxidative than Type IIx fibers, so fibers expressing both proteins (Type IIax) would be an intermediate. The dramatic changes in fiber composition in the current study show that while growth is occurring so are metabolic alterations.

miRNA are a group of evolutionarily highly conserved genes that function in post-transcriptional regulation (Horak et al., 2016). The deep sequencing conducted in the current study found 41.80% of the raw reads mapped to known miRNA in the ovine genome. Additionally, a known myomiR, miR-133, was found and was differentially expressed during development. myomiR-1 and -206 were also identified with qPCR and showed increased expression as development progressed. 

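MiR-133 held 0.576% of the counts at PN1, 0.597% at PN2 and 0.929% at PN3 (mean of n = 3 libraries). After birth its share was 2.62% at PW1, 2.98% at PW2 and 3.82% at MAT. The level between prenatal and postnatal libraries differed by 3.22 (standard error 0.22, edgeR adjusted p = 5.09e-12) on the log2 scale. Other miRNA active in muscle were more abundant, with miR-143 at 534785 ± 29610.5 CPM at PW1 against 35541 ± 7829 for miR-133. With library totals the difference of miR-133 was 2.18 and with factors from miRNA outside the DLK1-DIO3 list 1.50, both passing.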

Human and bovine miR-1 and -206 have been identified in ovine samples through sequencing and were shown to be differentially expressed between breeds with higher muscle content compared to local sheep (Kaur et al., 2020). myomiRs are known to be expressed in high abundance in muscle tissue and have significant impact on muscle development (Horak et al., 2016).

miRNA profiles were altered by progressing muscle hypertrophy. There were 184 differentially expressed miRNA, 142 unique miRNA, from all 5 comparisons made (PN1 vs. PN2, PN2 vs. PN3, PN3 vs. PW1, PW1 vs. PW2, PW2 vs. MAT). 

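DLK1-DIO3 miRNA made up 2 of 3 calls between PN1 and PN2, 13 of 22 between PN2 and PN3 and 51 of 94 between PN3 and PW1. The cluster held 89 of 162, 89 of 163 and 77 of 147 of the miRNA tested there. With TMM factors its share of the calls was thus near its share of the tests, and only the direction stood out. Library totals gave the cluster 1 rise and 40 falls between PN2 and PN3, against 2 rises and 1 fall of other miRNA. Between PN3 and PW1 they gave it 68 falls, against 25 rises and 6 falls of others. Factors from miRNA outside the cluster gave it 40 and 75 falls, against 1 and 13 rises and 1 and 17 falls of others. Under both, its share of the calls exceeded its share of the tests. Between PW2 and MAT 1 of 4 calls, miR-431, came from the cluster. With TMM factors the calls of the cluster were falls except the rises of miR-136 from PN2 to PN3 and of miR-431 from PW2 to MAT. Named ovine miRNA outside the cluster made up 1, 7, 30, 0 and 3 calls in the order of the comparisons, and predicted miRNA 0, 2, 13, 0 and 0.

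**Figure D4:**
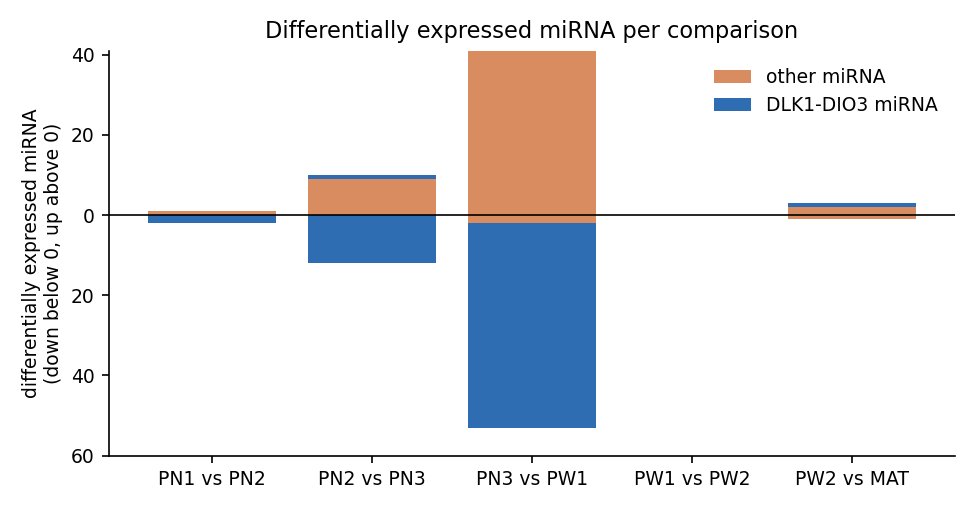
Number of miRNA passing edgeR at an adjusted p under 0.05 in each comparison of neighbouring stages, rises above 0 and falls below, DLK1-DIO3 miRNA in blue and other miRNA in orange. The tallest bar, PN3 to PW1, has 41 rises and 53 falls (25 and 74 with library totals, 13 and 92 with factors from miRNA outside the cluster).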

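The prenatal comparisons held 25 edgeR calls in sum, with miR-150 and miR-3959-3p called in each, and the postnatal ones 4. Without PN2 library 1 the prenatal sum was 0, below the 4 of the postnatal comparisons, and with the replicate block the sums were 30 and 17. MiR-29a, miR-29b and miR-431 were called on both sides of birth, miR-431 falling before it and rising after it. MiR-150 was called in no postnatal comparison. The prenatal tests covered 162 and 163 miRNA and the postnatal ones 129 and 118. Simulated changes of 4-fold were found in 69.5% (PN1 to PN2), 84.5% (PN2 to PN3), 81% (PW1 to PW2) and 66.5% (PW2 to MAT) of cases. At 2-fold the shares were 10.5%, 29.5%, 31% and 17%. Of calls on the simulated data 4.19%, 4.20%, 3.86% and 3.47% were false.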

The prenatal period (PN1 vs. PN2 and PN2 vs. PN3) had more adaptations to the miRNA profile compared to the postnatal period (PW1 vs. PW2 and PW2 vs. MAT; 56 vs. 13), even though the postnatal period was longer (48 vs. 161 d). The transitional period from prenatal to postnatal had the largest number of differentially expressed miRNA (115) reflecting that this period has increased transcriptomic change compared to the other developmental stages examined. Additionally, the transitional stage also had the largest log fold changes indicating that larger magnitude transcriptomic changes were occurring during this period. Similarly, the goat miRNA transcriptome has been characterized from gd 45 to d 90 postnatal at seven time points, with the most differentially expressed miRNA (184) observed from birth to d 90 of age (Ling et al., 2020). 

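The 77 DLK1-DIO3 miRNA measured across birth changed by a median log2 of -1.55 and the 70 other miRNA by 1.27. The cluster differed from the rest by -2.82 (camera adjusted p = 2.37e-31, adjusted p = 0.00161 with an estimated correlation), with 0 up and 51 down, and 51 when adjusted over the list alone. Its abundant member miR-381-3p fell from 186500.2 ± 30628 to 32206 ± 7287 CPM, a change of -2.53 (standard error 0.22, edgeR adjusted p = 4.61e-05). With factors from miRNA outside the cluster it was -3.88. The median of the cluster was -1.35 with RLE factors, -2.13 with library totals and -2.91 with factors from miRNA outside it. That of the others was 1.45 with RLE factors and 0.66 with library totals; factors from these miRNA themselves hold it near 0 (-0.05). Simulated 2-fold and 4-fold changes were found in 27% and 88.5% of cases between these stages, with 4.94% of calls false. Only 40 miRNA were changed in a simulated set, against 94 of 147 called here. The simulation therefore does not give the share of false calls across birth, where the split into rises and falls depended on scaling. The paper takes the number of miRNA called here as a sign of more transcriptomic change in this period than at its other stages.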

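Over all miRNA tested, whether or not called, the median absolute log2 change was 1.36 from PN3 to PW1. It was 0.49 from PN1 to PN2, 0.52 from PN2 to PN3, 0.35 from PW1 to PW2 and 0.44 from PW2 to MAT. MiR-22-3p and the DLK1-DIO3 members miR-3955-3p and miR-3956-5p made the extremes across birth. DESeq2 with a prior on fold changes and no low-count filter gave 0.96 across birth and 0.32, 0.32, 0.11 and 0.32 for the others. EdgeR without the low-count filter gave 1.55, 0.68, 0.81, 0.56 and 0.69.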

Examination of the porcine miRNA transcriptome during fetal development showed that miRNA transcripts increased as fetal muscle development progressed (McDaneld et al., 2009). miR-133 was found in high abundance in adult muscle tissue, and miR-22 and 143 were in abundance in adults and satellite cells. miR-29 was found in muscle and satellite cell cultures, however satellite cell cultures had higher abundance of the miRNA. Postnatally miR-29a was found to be upregulated and miR-127 was down regulated from weaning to maturity in pigs (Chen et al., 2020). 

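MiR-127, a DLK1-DIO3 miRNA that acts on satellite cell differentiation, stood at 31585 ± 2023 and 22752 ± 1674 CPM between PN2 and PN3, a log2 difference of -0.47 (standard error 0.28, edgeR adjusted p = 0.3004). It fell from 15207 ± 277 to 5931 ± 361 CPM between PN3 and PW1, a change of -1.36 (standard error 0.17, edgeR adjusted p = 2.32e-04). From PW2 to MAT the difference was 0.40 (edgeR adjusted p = 0.477). MiR-22-3p differed by 0.47 between PN1 and PN2, 0.39 between PN2 and PN3 and 0.39 between PW2 and MAT, none passing. Library totals called miR-127 between PN2 and PN3 at -1.06 and factors from miRNA outside the cluster at -1.20. Its fall across birth was -1.95 and -2.72 under these.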

A similar trend with miR-29a was found in the current study, however miR-127 was only down regulated during the prenatal to early postnatal comparisons (PN2 vs. PN3, PN3 vs. PW1, and PW1 vs. PW2). miR-22-3p was found in the transitional stage (PN3 vs. PW1) and had the largest log fold change (4.5). miR-22-3p has been previously reported in the skeletal muscle of sheep (Lie et al., 2014; Greene et al., 2019). Overexpression of miR-22-3p promotes myoblast differentiation and reduces proliferation in mouse myoblasts (Marzi et al., 2012). Similar results were seen in porcine satellite cells (Chen et al., 2020). miR-127 plus others have been selected for further testing as important miRNA and their potential role in muscle development and meat quality (Iqbal et al., 2020). miRNA-mRNA networks have shown that expression of miRNA is negatively correlated with the expression of mRNA targets (Ji et al., 2020; Ali et al., 2021).

miR-29a was differentially expressed in 4 of the 5 comparisons made in the current study and continually increased in expression level as development progressed. 

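MiR-29a rose by 1.47 (standard error 0.41, edgeR adjusted p = 0.0289) on the log2 scale from PN2 to PN3, from 10.3 ± 2.45 to 28.5 ± 9.73 CPM with n = 3 per stage. It rose from 19.1 ± 6.40 to 145 ± 20.2 CPM between PN3 and PW1, a change of 2.93 (standard error 0.35, edgeR adjusted p = 1.65e-04), and from 186 ± 10.8 to 615 ± 119 CPM between PW2 and MAT, a change of 1.73 (standard error 0.30, edgeR adjusted p = 0.0195). Between PN1 and PN2 it differed by 0.67 (edgeR adjusted p = 0.372). MiR-29b, of the same family, was measured at lower counts and passed between PN2 and PN3, between PW2 and MAT and across the prenatal and postnatal libraries. Family levels at the 6 stages were 6.22, 8.39, 24.3, 166, 273 and 929 CPM. The call of miR-29a between PN2 and PN3 ended with library totals (0.93), with factors from miRNA outside the DLK1-DIO3 list (0.79) and without PN2 library 1 or 2 (1.56). Between PW2 and MAT it ended without PW2 library 1 (1.74) or MAT library 2 (1.76). Outside factors gave 1.59 across birth.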

Ovine satellite cells were cultured to assess the loss of function of miR-29a and its impacts on proliferation and differentiation. miR-29a inhibition reduced cellular proliferation on d 2 but increased proliferation on d 3. AntagomiRs function through binding to the target miRNA and rendering it incapable of binding to mRNA (Broderick and Zamore, 2011; Stenvang et al., 2012). There is a level of cytotoxicity associated with the use of lipofectamine and this could explain initial reductions in cellular proliferation that were seen in all lipofectamine treated cultures (Wang J. Y. et al., 2018). Mouse myoblast, C2C12, proliferation is inhibited by pooled miR-29 family members, however differentiation is promoted (Wei et al., 2013). miR-29 targets Akt3 and reduces the expression of mRNA and protein abundance. Ovine satellite cell differentiation capacity was increased by the inhibition of miR-29a. These results contrast with Wei et al. (2013) and show that even though miRNA family members are similar their biological function can vary between species. miR-29a is highly expressed in beta cells of the pancreatic islets and expression levels are associated with insulin resistance (Dalgaard et al., 2022). miR-29a has been shown to control cell proliferation in small cell lung cancer, hepatocellular carcinoma, and pancreatic ductal adenocarcinoma by targeting a variety of genes depending on cell type (Wang T. et al., 2018). More research is needed to explore the role of miR-29a in skeletal muscle development.

Muscle development is essential for both pre and postnatal development of offspring. Muscle fiber characteristics showed massive increases in fiber size and significant changes in muscle fiber type occur during pre and postnatal development. Alterations observed in the miRNA transcriptome add molecular evidence to the magnitude of changes occurring in skeletal muscle tissue during the transitional stage. The greatest change in miRNA expression occurred during the transition from prenatal to postnatal stage with 115 miRNA differentially expressed (DE) in comparison to other developmental time points only having from 2 to 36 DE. 

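MiR-299-5p fell from 191 ± 22.3 to 26.5 ± 3.69 CPM between PN3 and PW1, a log2 change of -2.85 (standard error 0.29, edgeR adjusted p = 1.38e-04), miR-432 from 788 ± 177 to 157 ± 27.6 CPM, a change of -2.33 (standard error 0.32, edgeR adjusted p = 2.60e-04), and miR-487b-3p from 267 ± 19.1 to 62.3 ± 3.66 CPM, a change of -2.10 (standard error 0.27, edgeR adjusted p = 2.32e-04). MiR-30c rose from 484 ± 68.6 to 2892 ± 731 CPM, a change of 2.58 (standard error 0.29, edgeR adjusted p = 1.46e-04), and miR-30d from 10000.3 ± 2504 to 46689 ± 7842 CPM, a change of 2.22 (standard error 0.24, edgeR adjusted p = 1.38e-04). MiR-143 rose from 188488 ± 20131 to 483715 ± 37418 CPM, a change of 1.36 (standard error 0.14, edgeR adjusted p = 1.38e-04), and let-7g, of a family that restrains proliferation, from 9382 ± 479.8 to 21815 ± 1352 CPM, a change of 1.22 (standard error 0.17, edgeR adjusted p = 3.11e-04). Of 7 let-7 miRNA 1 rose and 1 fell, against 3 and 0 with RLE factors and 1 and 3 with library totals. With factors from miRNA outside the DLK1-DIO3 list 0 rose and 6 fell. The miR-30 family had 4 of 5 members up, and 5 when adjusted over the list alone (camera adjusted p = 0.0205, adjusted p = 0.136 with an estimated correlation). Library totals gave 3 up, and factors from miRNA outside the DLK1-DIO3 list 2 up and 2 down. The family held 2.51% of counts at PN3 and 5.47% at PW1. Factors from miRNA outside the DLK1-DIO3 list gave miR-30c 1.23 and miR-30d 0.86, and ended the calls of miR-143 (-0.01) and let-7g (-0.14). They gave miR-432 -3.70 and miR-487b-3p -3.44. MiR-30a-5p (0.74) turned to a fall of -0.61 under them and lost its call with library totals (0.15), no low-count filter (0.37), all 18 libraries in 1 fit (0.69) and without PN3 library 2 (0.64) or 3 (0.56). Library totals gave miR-143 0.77 and let-7g 0.62.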

Key miRNA identified in this time period included miR-22-3p, -299-5p, -487b-3p, -30c, -127, -432, -30d, -29a, and -143 and let-7g (Figure 5). Of these, several have documented roles in myogenesis (miR-22-3p, -29a, -127, -432, -487b-3p), cardiomyocytes (miR-29a, -30c, -30d or let-7g), vascular smooth muscle (miR-143) or cell proliferation (miR-29a, -299-5p). More research is needed to determine the role of these miRNA in skeletal muscle hypertrophy and if they could be used to alter muscle growth or regeneration.

**FIGURE 5:**

Differentially expressed miRNA involved in skeletal muscle hypertrophy during the transition from prenatal to postnatal development.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI; GSE207055.

# Supplementary material for: miRNA transcriptome and myofiber characteristics of lamb skeletal muscle during hypertrophic growth1
**Source:** Front Genet. 2022 Aug 30;13:988756. doi: 10.3389/fgene.2022.988756
**Supplement:** Supplementary file 1

**Supplemental Table 1.** The predicted hairpin, mature, and star sequences and position for novel miRNA from sequencing reads.

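Of the 164 miRNA predicted by the authors 123 had at least 10 counts over the 18 libraries and 4 had at least 1000. The paper's supplement lists 163, of which 162 are in the counts. Mature sequences listed there were 18 to 25 bases long, 72 of them 22 bases, and the hairpins 37 to 93 bases. They lay on 28 chromosomes or scaffolds. Predicted miRNA passed in 28 cases between prenatal and postnatal libraries. The hairpin of novel_75 holds the miR-200b sequence and that of novel_122 a stretch of tRNA-Lys.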

**Supplemental Table 2.** The enriched Gene Ontology terms for mRNA targets of differentially expressed miRNA from PN1 (gestational d 85) v PN2 (gestational d 110) comparison.

**Supplemental Table 3.** The enriched Gene Ontology terms for mRNA targets of differentially expressed miRNA from PN2 (gestational d 110) v PN3 (gestational d 133) comparison.

**Supplemental Table 4.** The enriched Gene Ontology terms for mRNA targets of differentially expressed miRNA from PN3 (gestational d 133) v PW1 (d 42) comparison.

**Supplemental Table 5.** The enriched Gene Ontology terms for mRNA targets of differentially expressed miRNA from PW1 (d 42) v PW2 (d 65) comparison.

| **GO_accession** | **Description** | **Term_type** | **Corr. *P-*Value** |
| --- | --- | --- | --- |
| GO:0016787 | hydrolase activity | molecular_function | 0.0045419 |
| GO:0008152 | metabolic process | biological_process | 0.0045419 |
| GO:0003824 | catalytic activity | molecular_function | 0.0085778 |
| GO:0005975 | carbohydrate metabolic process | biological_process | 0.01039 |

**Supplemental Table 6.** The enriched Gene Ontology terms for mRNA targets of differentially expressed miRNA from PW2 (d 65) v MAT (d 203) comparison.

**Supplemental Table 7.** The enriched Kyoto Encyclopedia of Genes and Genomes pathways for mRNA targets of differentially expressed miRNA from PN1 (gestational d 85) v PN2 (gestational d 110) comparison.

| **ID** | **Pathway** | **Corrected P-Value** |
| --- | --- | --- |
| oas05140 | Leishmaniasis | 0.01393294 |
| oas04145 | Phagosome | 0.02208794 |
| oas05150 | Staphylococcus aureus infection | 0.02208794 |
| oas04210 | Apoptosis | 0.02208794 |
| oas04141 | Protein processing in endoplasmic reticulum | 0.02208794 |
| oas04142 | Lysosome | 0.02208794 |
| oas04612 | Antigen processing and presentation | 0.02208794 |
| oas05145 | Toxoplasmosis | 0.02208794 |
| oas01100 | Metabolic pathways | 0.02208794 |
| oas03050 | Proteasome | 0.02762943 |
| oas05330 | Allograft rejection | 0.03364853 |
| oas04152 | AMPK signaling pathway | 0.03446092 |
| oas05168 | Herpes simplex infection | 0.0347534 |
| oas05202 | Transcriptional misregulation in cancer | 0.0347534 |
| oas05200 | Pathways in cancer | 0.03603378 |
| oas00562 | Inositol phosphate metabolism | 0.04172398 |

**Supplemental Table 8.** The enriched Kyoto Encyclopedia of Genes and Genomes pathways for mRNA targets of differentially expressed miRNA from PN2 (gestational d 110) v PN3 (gestational d 133) comparison.

| **ID** | **Pathway** | **Corrected P-Value** |
| --- | --- | --- |
| oas04142 | Lysosome | 0.00109482 |
| oas04141 | Protein processing in endoplasmic reticulum | 0.00204419 |
| oas05140 | Leishmaniasis | 0.00204419 |
| oas01100 | Metabolic pathways | 0.00204419 |
| oas04145 | Phagosome | 0.00256629 |
| oas04976 | Bile secretion | 0.01336534 |
| oas05168 | Herpes simplex infection | 0.01336534 |
| oas05152 | Tuberculosis | 0.01336534 |
| oas05200 | Pathways in cancer | 0.01336534 |
| oas05150 | Staphylococcus aureus infection | 0.01802361 |
| oas03050 | Proteasome | 0.01933322 |
| oas04210 | Apoptosis | 0.02479498 |
| oas05146 | Amoebiasis | 0.02688592 |
| oas05145 | Toxoplasmosis | 0.02688592 |
| oas05202 | Transcriptional misregulation in cancer | 0.03209157 |
| oas04151 | PI3K-Akt signaling pathway | 0.04482981 |
| oas04612 | Antigen processing and presentation | 0.0470291 |

**Supplemental Table 9.** The enriched Kyoto Encyclopedia of Genes and Genomes pathways for mRNA targets of differentially expressed miRNA from PN3 (gestational d 133) v PW1 (d 42) comparison.

| **ID** | **Pathway** | **Corrected P-Value** |
| --- | --- | --- |
| oas04145 | Phagosome | 0.00157811 |
| oas04141 | Protein processing in endoplasmic reticulum | 0.00309986 |
| oas05140 | Leishmaniasis | 0.00309986 |
| oas05150 | Staphylococcus aureus infection | 0.00309986 |
| oas04976 | Bile secretion | 0.00309986 |
| oas04142 | Lysosome | 0.00309986 |
| oas05200 | Pathways in cancer | 0.00309986 |
| oas05152 | Tuberculosis | 0.00380025 |
| oas01100 | Metabolic pathways | 0.0045276 |
| oas05168 | Herpes simplex infection | 0.0045276 |
| oas04612 | Antigen processing and presentation | 0.0105796 |
| oas04970 | Salivary secretion | 0.0105796 |
| oas05202 | Transcriptional misregulation in cancer | 0.02882063 |
| oas03050 | Proteasome | 0.03268771 |
| oas04210 | Apoptosis | 0.03268771 |
| oas05146 | Amoebiasis | 0.03389536 |
| oas04916 | Melanogenesis | 0.03389536 |
| oas04540 | Gap junction | 0.03389536 |
| oas05134 | Legionellosis | 0.03453992 |
| oas02010 | ABC transporters | 0.0486229 |
| oas04810 | Regulation of actin cytoskeleton | 0.0486229 |
| oas04610 | Complement and coagulation cascades | 0.05055773 |
| oas04151 | PI3K-Akt signaling pathway | 0.05055773 |
| oas04014 | Ras signaling pathway | 0.05435586 |

**Supplemental Table 10.** The enriched Kyoto Encyclopedia of Genes and Genomes pathways for mRNA targets of differentially expressed miRNA from PW1 (d 42) v PW2 (d 65) comparison.

| **ID** | **Pathway** | **Corrected P-Value** |
| --- | --- | --- |
| oas04974 | Protein digestion and absorption | 0.00415388 |
| oas03050 | Proteasome | 0.02310997 |

**Supplemental Table 11.** The enriched Kyoto Encyclopedia of Genes and Genomes pathways for mRNA targets of differentially expressed miRNA from PW2 (d 65) v MAT (d 203) comparison.

| **ID** | **Pathway** | **Corrected P-Value** |
| --- | --- | --- |
| oas05140 | Leishmaniasis | 0.0013265 |
| oas05150 | Staphylococcus aureus infection | 0.00224321 |
| oas04152 | AMPK signaling pathway | 0.00224321 |
| oas05330 | Allograft rejection | 0.00863106 |
| oas04141 | Protein processing in endoplasmic reticulum | 0.0117168 |
| oas05332 | Graft-versus-host disease | 0.01686354 |
| oas04145 | Phagosome | 0.01686354 |
| oas04210 | Apoptosis | 0.01686354 |
| oas05145 | Toxoplasmosis | 0.01686354 |
| oas04612 | Antigen processing and presentation | 0.01686354 |
| oas05321 | Inflammatory bowel disease (IBD) | 0.01686354 |
| oas03050 | Proteasome | 0.02945817 |
| oas05168 | Herpes simplex infection | 0.02945817 |
| oas04940 | Type I diabetes mellitus | 0.02945817 |
| oas04672 | Intestinal immune network for IgA production | 0.02987292 |
| oas05310 | Asthma | 0.03482687 |
| oas05320 | Autoimmune thyroid disease | 0.03482687 |
| oas05164 | Influenza A | 0.03831313 |
| oas05152 | Tuberculosis | 0.04551235 |
| oas04150 | mTOR signaling pathway | 0.04551235 |
| oas05202 | Transcriptional misregulation in cancer | 0.04551235 |

How the deposited data were processed for this re-analysis (not part of the article)

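The data behind the conclusions are the raw counts per mature miRNA that the authors made from small RNA sequencing of 18 longissimus muscle samples, 3 at each of 6 stages. According to the authors, 50-base single reads were trimmed of primers, mapped to a genome whose build is not named in the text with Bowtie (0.12.9 in the processing labels), and counted for miRNA of miRBase and for miRNA they predicted from hairpin structure with miREvo and mirdeep2. Reads of coding genes, repeats and other structured RNA were removed by the authors before counting. The counts are whole numbers without normalization. Reads were not realigned. Stage was taken from the sample labels, and day of sampling from the labels and the methods. Wethers at PW1, PW2 and MAT were the same 3 animals, but replicate numbers are not stated to identify them, so stages were compared as independent groups.

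MiRNA were kept in a comparison by filterByExpr (minimum count 10, minimum total 15), scaled with TMM factors and tested with quasi-likelihood F tests with robust dispersion in edgeR 4.0.16 under R 4.3.3. P-values were adjusted with the method of Benjamini and Hochberg at 0.05. The prenatal and postnatal stages were compared as equal-weight means of 3 stages each in a fit of 18 libraries. Lists of miRNA with at least 3 tested members were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation. The lists were the DLK1-DIO3 cluster (102 entries), its antiRTL1 part, the let-7, miR-29, miR-30 and miR-15-16 families, the miR-17 and miR-23-27-24 clusters, and miRNA of muscle, smooth muscle and fibroblasts, blood, epithelium, endothelium and other organs. The list of other organs had 0 members in the counts. The lists, comparisons and alternatives were written before the data were examined. The paper's tables had been read before then. MiRNA named in the text are up to 12 rising and 12 falling per comparison with the largest change among those that passed, had a mean of at least 10 CPM and had groups that did not overlap. To these were added every miRNA the paper names and the most abundant members of each list.

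Correlation and principal components used log2 of CPM with a pseudocount of 1 (10 as an alternative) for 171 miRNA, and stage labels were permuted 100000 times. Clustering was set to use the same log2 CPM for miRNA called in any comparison of neighbouring stages. Arm ratios compared the counts of the 5p and 3p miRNA of a precursor with at least 20 counts on average and a pseudocount of 0.5. The test was run on simulated data, 10 sets per comparison with 20 miRNA changed 2-fold and 20 changed 4-fold. Alternatives were DESeq2 1.42.0 with and without a prior on fold changes, RLE factors, library totals, TMM factors from miRNA outside the DLK1-DIO3 list, no low-count filter, named ovine miRNA only, replicate number as a block, all 18 libraries in one fit and leaving out each library. Thinning counts to the smallest library, leaving out PN1 and MAT library 1 together and leaving out each library for correlation and principal components were added later. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

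Library depth ran from 2613455 to 12747882 counts and 181 to 248 miRNA had counts in a library. TMM factors were 1.04 to 2.06 for prenatal and 0.606 to 0.805 for postnatal libraries. Shares of counts carry 95% Wilson intervals. With 3 libraries per group the smallest exact p is 0.1, so single comparisons rest on the edgeR model. Replicates varied far beyond counting error, with a chi-square per degree of freedom of at least 311 for every pair. All 152 named miRNA had a matching gene name in the reference gene table, which was used only for names and gene order. Histology, cell culture, qPCR, target prediction and enrichment results were left out because their measurements are not in the counts. Read classes other than miRNA were left out for the same reason.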

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

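All tests of explanations here were chosen only after the result was seen, except that of position along the DLK1-DIO3 block, which was set before. A gap test on 22 measures in 2 groups of 9 libraries (44 tests, critical value 0.493) marked 7 values, where about 1 in 20 groups, or 2.2, would be marked by chance.

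DLK1-DIO3 miRNA were lower after birth, from PN3 to PW1 by a median log2 of -1.55. Choice among 4 scalings did not remove the difference: the highest median of the list was -1.35 from PN3 to PW1. All 4 are relative, so a fall of the list cannot be told from a rise of the other miRNA. With RLE factors the list was at -1.35 and the others at 1.45. With factors from miRNA outside the list they were at -2.91 and -0.05. After thinning to equal totals the difference from other miRNA was -2.73, against -2.82 before. Thinning keeps the proportions within a library on average, so it could hardly have removed the difference. What lowered the counts after birth was not tested. Position along the block did not set the size of the difference between prenatal and postnatal libraries (Spearman correlation 0.0334, Pearson -0.0499, permutation p = 0.813 over 54 precursors). A fall in transcription of the imprinted cluster as a whole as fibres mature remains a hypothesis: precursor transcripts were not measured. A change in the mix of cells or in sampling stays open. Smooth muscle and fibroblast miRNA went from 26.96 to 44.25% of counts, mostly through miR-143 (23.1 to 39.4%). MiR-133, the 1 muscle miRNA measured, went from 0.929 to 2.62% and the 1 blood miRNA from 0.00746 to 0.0315%. Shares of other miRNA also rise because the share of the cluster falls. With factors from miRNA outside the list 0 of 3 smooth muscle and fibroblast miRNA rose and 1 fell, while the muscle and the blood miRNA still rose.

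PN1 library 1 held miR-148a at 48.0% of its counts, marked as highest of the 9 prenatal libraries (others 5.77 to 19.7%), and miR-17 cluster miRNA at 2371 CPM (others 848 to 1521). A library of another stage stays open: its highest squared correlation with one was 0.941 (lowest within PN2 0.970, within MAT 0.924) and 20 of 41 miRNA called between PN1 and PN2 without it lay nearer PN1, while its first component of 19.1 (other PN1 libraries 17.1 and 19.7, PN2 10.9 to 16.0), miR-431 at 948 CPM (PN2 72.6 to 157) and antiRTL1 miRNA at 36760 CPM (PN2 23465 to 27948) lay outside PN2 and speak against it. Counts taken by 1 miRNA are not excluded. Log2 ratios of the remaining miRNA did spread 2.48 times as widely as between the other PN1 libraries, against a bound of 2. That yardstick is 1 close pair, with a squared correlation of 0.989 where pairs within MAT averaged 0.949, so the bound cannot decide. RNA of epithelial cells is not excluded, though its list stood at a log2 ratio of only 0.39. In this library miR-194 had 288 counts, against 9, 11 and 21 for miR-200a, miR-200b and miR-200c. The list thus followed miR-194, which in MAT library 1 stood at only 1.33 times its level in the other MAT libraries, and cannot decide. RNA of blood (-0.69) and endothelial cells (-0.47) also stays open with 1 and 2 members measured. Relative to the other PN1 libraries let-7 stood at 1.77, miR-15-16 at 1.27, smooth muscle and fibroblast miRNA at -1.95 and muscle miRNA at -0.47, and a different mix of fibroblasts or a younger fetus stays untested.

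MAT library 1 held epithelial miRNA at 924 CPM, marked as highest of the 9 postnatal libraries (others 53.1 to 135). Maturity itself stays open. The list in MAT library 2, the lower of the other MAT libraries, was 1.03 times the PW2 mean, so not every mature library was raised. MAT library 3, however, was next highest of all libraries for miR-200a (28.5 CPM), miR-200b (14.8) and miR-200c (25.4). Sampling at slaughter, shared by the MAT libraries, was not tested. RNA of epithelial cells stays open, since the list that marked the library cannot also test it: 3 of 4 members were over 4 times their level in the other MAT libraries, namely miR-200a (318 CPM, 18.5 times), miR-200b (152, 16.9) and miR-200c (367, 27.2), with miR-194 at 1.33 times. Other organs could not be tested, as their list had 0 members measured.

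Endothelial miRNA of MAT library 2 stood at 2328 CPM, marked as highest of the postnatal libraries (others 590 to 1109). Let-7 miRNA of PW2 library 2 stood at 188083 CPM, marked as highest of the postnatal libraries (others 121182 to 142056). MiR-23-27-24 miRNA of PN3 library 1 stood at 1863 CPM, marked as highest of the prenatal libraries (others 569 to 1153). MiR-29 family miRNA of PN3 library 1 stood at 35.2 CPM, marked as highest of the prenatal libraries (others 5.78 to 20.5). Of the miRNA called by edgeR between prenatal and postnatal libraries, 32 are in none of the paper's tables, marked as results the paper did not draw from its data. Among splits of libraries, which include the true grouping, only that grouping gave as many calls for neighbouring stages other than PW1 and PW2 (1 of 10). The same held between prenatal and postnatal libraries (1 of 100). From PW1 to PW2, with 0 calls, it was 10 of 10.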

How the results depend on the processing

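Each stage has 3 libraries, the postnatal libraries come from 3 animals, and the cause of a change under a setting was not tested. Thinning and leaving out PN1 and MAT library 1 together were chosen after seeing the data; the latter was run only between prenatal and postnatal libraries, where it changed the call or direction of none of 40 named values. Of 2390 values of named miRNA under alternatives 2228 stayed the same, 130 lost their call, 13 gained one and 19 turned direction, 13 of these passing in neither. Replicate numbers of neighbouring stages did not pair: correlations of their deviations ran from -0.53 to 0.40 and not every library correlated best with its own number. DESeq2 gave 11 calls between PN1 and PN2 and 10 between PW2 and MAT, with 3 changes beyond 3 in the latter. The DESeq2 prior without filter gave 8 calls between PN1 and PN2, 0 changes beyond 3 there and 0 between PW2 and MAT; its median absolute changes were 0.32 (PN1 to PN2), 0.32 (PN2 to PN3), 0.96 (PN3 to PW1), 0.11 (PW1 to PW2) and 0.32 (PW2 to MAT), and miR-379-5p from PN2 to PN3 was -0.0204. RLE factors gave 0 changes beyond 3 between PN1 and PN2. Library totals only gave 44 calls between PN2 and PN3, changes beyond 3 of 2 there and 20 between PN3 and PW1, and a first component of 78.7% and a second of 5.24%. They turned let-7i (-0.19), miR-379-5p (-0.48) and miR-381-3p (-0.24) from PN2 to PN3, let-7i from PW1 to PW2 (-0.00101), and miR-30a-5p between prenatal and postnatal libraries (-0.0634). TMM factors from miRNA outside the DLK1-DIO3 list gave 1 call between PN1 and PN2, 42 between PN2 and PN3 and 1 between PW1 and PW2, changes beyond 3 of 3 (PN2 to PN3) and 37 (PN3 to PW1), and medians of 0.70 and 1.98 there. They turned let-7i (-0.28), miR-379-5p (-0.60) and miR-381-3p (-0.43) from PN2 to PN3, let-7g (-0.14), miR-143 (-0.00989) and miR-30a-5p (-0.61) from PN3 to PW1, let-7i from PW1 to PW2 (-0.10), and miR-17-5p (-0.55) and miR-30a-5p (-0.73) between prenatal and postnatal libraries. With miRNA outside the list only, the second component held 8.82%. No low-count filter gave 7 calls and 2 changes beyond 3 between PW2 and MAT, 0 changes beyond 3 between PN1 and PN2 and 24 between PN3 and PW1; medians were 0.68, 0.81, 1.55, 0.56 and 0.69 in the order of development, and miR-379-5p from PN2 to PN3 was -0.0130. Named ovine miRNA only gave 0 changes beyond 3 between PN1 and PN2 and 7 between PN3 and PW1. The replicate block gave 0 calls and 0 changes beyond 3 between PN1 and PN2 and 17 calls between PW2 and MAT. All 18 libraries in one fit gave 11 calls between PN2 and PN3 and 2 between PW2 and MAT. Counts thinned to the smallest library gave 2 calls and 0 changes beyond 3 between PW2 and MAT, and miR-379-5p from PN2 to PN3 was -0.0119. Leaving out libraries, calls between PN1 and PN2 ran from 0 (without PN1 replicate 3) to 41 (without PN1 replicate 1), and changes beyond 3 from 0 to 3 under the same. Between PN2 and PN3 calls ran from 0 (without PN2 replicate 1) to 29 (without PN3 replicate 1), changes beyond 3 from 0 (without PN2 replicate 1) to 2 (without PN2 replicate 2), and miR-379-5p from -0.0115 to 0.22 without the same libraries. Changes beyond 3 between PN3 and PW1 ran from 14 (without PN3 replicate 3) to 20 (without PW1 replicate 2). The median between PW1 and PW2 ran from 0.30 (without PW1 replicate 2) to 0.48 (without PW1 replicate 1). Between PW2 and MAT calls ran from 0 (without PW2 replicate 1) to 8 (without PW2 replicate 3), changes beyond 3 from 0 to 2 without the same, and the median from 0.42 (without MAT replicate 3) to 0.53 (without PW2 replicate 3). The DLK1-DIO3 difference between PN1 and PN2 ran from -0.74 (without PN2 replicate 1) to -0.26 (without PN2 replicate 2, where it lost its call), and between PW2 and MAT from -0.36 (without MAT replicate 1) to 0.11 (without MAT replicate 3). Between PW1 and PW2 it was -0.42 without PW1 replicate 2. Under every setting run for them, counts of calls between PN3 and PW1 and between prenatal and postnatal libraries kept within 1.5 times their value. So did the number of different miRNA called. The DLK1-DIO3 differences there and between PN2 and PN3 kept their direction and still passed camera. Within-stage correlation and the share of predicted miRNA over all libraries moved by less than 1 SD, and clustering misplaced 0 libraries.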

Differences from the paper's values

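Where a count or fold change here differs from the paper's beyond its own variation, the values under alternatives set before the data were examined are given too. Between PN1 and PN2 the paper calls 20 miRNA and edgeR called 3; DESeq2 gave 11, its prior without filter 8, and leaving out PN1 library 1 gave 41, which held 19 of the paper's 20; no setting came near the paper's count. Between PN2 and PN3 the paper calls 36 and edgeR called 22; near the paper's were DESeq2 (32), the prior (31), library totals (44), factors from outside the DLK1-DIO3 list (42), no filter (31), the replicate block (30) and leaving out PN3 library 1 (29), while RLE factors, named miRNA only, all 18 libraries in one fit (11) and the other libraries left out were not. Between PW1 and PW2 the paper calls 2, miR-29a and miR-127, and edgeR called 0; every alternative gave 0 but factors from outside the list, which gave 1 (miR-127), and none called miR-29a. Between PW2 and MAT the paper calls 11 and edgeR called 4; DESeq2 gave 10 and leaving out PW2 library 3 gave 8, and the remaining alternatives were further off, among them the prior (6) and the replicate block (17).

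The paper's prenatal comparisons sum to 56 and those here to 25; DESeq2 (43), the prior (39), library totals (46), factors from outside the list (43) and leaving out PN1 library 1 (63) came near, the rest did not. The paper's postnatal comparisons sum to 13 and those here to 4; DESeq2 (10) and the replicate block (17) came near, the rest did not. For miR-154b-3p between PN1 and PN2 the paper gives -2.4 and edgeR gave -3.04; the prior (-2.54) and leaving out PN1 library 3 (-2.71), PN2 library 2 (-2.82) or PN2 library 3 (-2.82) came near, the rest did not. For miR-431 between PW2 and MAT the paper gives 2.3 and edgeR gave 3.22; the prior (2.73) and leaving out PW2 library 2 (2.88) or PW2 library 3 (3.03) came near, the rest did not. Of miRNA the paper calls between PN1 and PN2, DESeq2 called 10 and the prior 7; between PN2 and PN3 both called 27, and edgeR 20; between PN3 and PW1 edgeR called 94 of the paper's 115, DESeq2 89 and the prior 99; between PW2 and MAT edgeR called 4, and DESeq2 and the prior 6.

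All miRNA of the paper's tables that were tested here had the sign of the tables: 17 of 20, 34 of 36, 98 of 115, 2 of 2 and 9 of 11 in the order of development. The median absolute difference of these from the tables was 0.298, 0.114, 0.107, 0.0578 and 0.142; with the DESeq2 prior and no filter, where all 20, 36, 115, 2 and 11 were tested, it was 0.0755, 0.0171, 0.0250, 0.0545 and 0.0600. The paper states that all changes beyond 3 fall between PN3 and PW1, 13 by its tables; here 12 did, with 1 between PN1 and PN2 (miR-154b-3p) and 1 between PW2 and MAT (miR-431), and with the prior 0 in each of those. The paper names novel_91 between PN3 and PW1 and novel_13 between PW2 and MAT, which were too low to be tested here. Both passed with the prior and with no filter, where novel_13 was -2.63 and -3.67; novel_91 also passed without PN3 library 1 or PW1 library 1, 2 or 3, and novel_13 without PW2 library 3 (-4.38). Novel_91 had 0 counts in all 3 PW1 libraries, so its fall has no measured size. The paper gives miR-29a and miR-431 in 4 comparisons, while here they passed in 3; 1 miRNA passed in 4 with DESeq2 and 1 without PN1 library 1.

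The paper's text gives 142 different miRNA and its tables hold 141; 107 passed here. The text has miR-431 falling from PW2 to MAT in one place and rising in another and in the table, and it rose here. Arrows of up and down numbers in the paper's Figure 2F run opposite to its tables. Values in the table columns headed TPM exceed what a share of a fixed total allows, and those of a stage differ between tables. The paper's supplement lists 163 predicted miRNA, the counts 164, with 162 in both. Captions of the table of mature lambs and of the supplement give days that differ from those of the methods.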

Other observations

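Members of several miRNA families passed edgeR across birth beyond those described so far, though their lists did not all pass camera. From PN3 to PW1 the miR-17 clusters had 4 of 5 members up (miR-106a 1.67, miR-25 1.90, miR-17-5p and miR-19b 0.72; 4 when adjusted over the list alone, camera adjusted p = 0.0711). The miR-23-27-24 clusters had 3 of 3 up (miR-23a 1.62, miR-23b 1.00 and miR-27a; camera adjusted p = 0.0711). Of smooth muscle and fibroblast miRNA, miR-143 and miR-21 (0.99) rose, 2 of 3 (camera adjusted p = 0.164), and of epithelial miRNA 1 of 3 (camera adjusted p = 0.164). Endothelial miR-221 rose and miR-218a (-0.33) did not pass. These counts depended on scaling: in the same order library totals gave 1 of 5, 2 of 3, 1 of 3, 1 of 3 and 1 of 2 up, and factors from miRNA outside the DLK1-DIO3 list gave 0 of 5, 0 of 3, 0 of 3, 0 of 3 and 1 of 2. With the latter miR-23b (-0.34), miR-21 (-0.36) and miR-19b (-0.62) turned without passing, and miR-218a fell under both (-0.91 and -1.68). Outside the DLK1-DIO3 list 41 miRNA rose, against 25 with library totals and 13 with factors from miRNA outside the list. Between PN2 and PN3 let-7 had 2 of 7 up, let-7a and let-7f (camera adjusted p = 0.00913, adjusted p = 0.527 with an estimated correlation), and between PW1 and PW2 0 of 7 (camera adjusted p = 0.0043, adjusted p = 0.155 with an estimated correlation). The calls of let-7a and let-7f ended with library totals (0.51 and 0.63), with factors from miRNA outside the list (0.33 and 0.49) and without PN2 library 1, PN3 library 2 or PN3 library 3. The antiRTL1 part of the cluster had 5 of 5 down across birth (camera adjusted p = 0.0177, adjusted p = 0.136 with an estimated correlation) and went from 5.09% of counts at PN1 to 0.360% at MAT.

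Abundant miRNA absent from the paper's tables also differed between prenatal and postnatal libraries. MiR-99a rose by 0.93 (edgeR adjusted p = 0.00673), and miR-411a-5p (-0.71), miR-199a-3p (-0.59) and miR-409-3p (-1.42) fell, 13 of the 32 such miRNA being up and 19 down. This depended on scaling: library totals gave 6 up and 19 down with miR-99a at 0.0671, not passing, and factors from miRNA outside the DLK1-DIO3 list gave 4 up and 23 down with miR-99a at -0.69, passing as a fall, while with RLE factors miR-199a-3p (-0.42) did not pass. MiR-26a rose by 2.31 and miR-16b, the only miR-15-16 member measured, by 2.48. MiR-136, which passed edgeR as a rise before birth, fell across it. The 2 arms of a precursor shifted too: of 32 pairs 7 changed between PN1 and MAT, 6 of them toward the 5p arm, but between neighbouring stages 1, 0, 2, 2 and 2 did, and the 2 from PW1 to PW2 and the 2 from PW2 to MAT went toward the 3p arm. Between PN1 and MAT miR-369 went from -2.55 to 0.83 on a log2 scale of 5p over 3p (limma adjusted p = 0.00278) while miR-412 went from -5.02 to -7.37 (limma adjusted p = 0.0229). From PN3 to PW1 miR-411a went from 4.76 to 7.27 (limma adjusted p = 0.0297) and miR-493 from 0.54 to -1.14 (limma adjusted p = 0.0382).

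If the cluster is transcribed as a unit and only its transcription falls at birth, the fall should not depend on where a precursor lies in it. The rank correlation of order and the difference between prenatal and postnatal libraries over 54 precursors was 0.0334 (permutation p = 0.813 with 100000 draws). It tests a trend with order only and does not show that members fell alike. A fall of transcription alone should also be of similar size among members, but the folds of those named in the text ran from miR-431 -4.77 to miR-411a-5p -0.71. Arm ratios changed in only 2 of 32 pairs from PN3 to PW1, 1 toward each arm. Whether steps after transcription differ among members was not tested. Counts of mature miRNA cannot separate processing from stability, and precursor levels would be needed to test it.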
